# Adult mouse fibroblasts retain organ-specific transcriptomic identity

**DOI:** 10.7554/eLife.71008

**Published:** 2022-03-16

**Authors:** Elvira Forte, Mirana Ramialison, Hieu T Nim, Madison Mara, Jacky Y Li, Rachel Cohn, Sandra L Daigle, Sarah Boyd, Edouard G Stanley, Andrew G Elefanty, John Travis Hinson, Mauro W Costa, Nadia A Rosenthal, Milena B Furtado

**Keywords:** fibroblasts, organ specific, transcriptome, embryonic development, *Hox* code, organ identity, Mouse

## Abstract

Organ fibroblasts are essential components of homeostatic and diseased tissues. They participate in sculpting the extracellular matrix, sensing the microenvironment, and communicating with other resident cells. Recent studies have revealed transcriptomic heterogeneity among fibroblasts within and between organs. To dissect the basis of interorgan heterogeneity, we compare the gene expression of murine fibroblasts from different tissues (tail, skin, lung, liver, heart, kidney, and gonads) and show that they display distinct positional and organ-specific transcriptome signatures that reflect their embryonic origins. We demonstrate that expression of genes typically attributed to the surrounding parenchyma by fibroblasts is established in embryonic development and largely maintained in culture, bioengineered tissues and ectopic transplants. Targeted knockdown of key organ-specific transcription factors affects fibroblast functions, in particular genes involved in the modulation of fibrosis and inflammation. In conclusion, our data reveal that adult fibroblasts maintain an embryonic gene expression signature inherited from their organ of origin, thereby increasing our understanding of adult fibroblast heterogeneity. The knowledge of this tissue-specific gene signature may assist in targeting fibrotic diseases in a more precise, organ-specific manner.

## Introduction

Fibroproliferative disorders are the main cause of mortality and morbidity in developed countries, accounting for about 45% of deaths in the United States (Bitterman and Henke, 1991). Despite the impactful prevalence of chronic organ fibrosis, current antifibrotic drugs are both inefficient and nonspecific to this condition (Friedman et al., 2013; Henderson et al., 2020). Fibroblasts, main players in fibrosis, have gained increased attention for their capacity to perform functions far beyond their canonical secretion of extracellular biological scaffolding and formation of scar tissue after injury. Recent literature poses the organ fibroblast as a major regulatory hub that senses local microenvironment imbalances and controls tissue remodeling (Gerber et al., 2018) upon activation and phenotypic differentiation into the profibrotic myofibroblast (Pakshir et al., 2020). They are also involved in immunomodulation (Van Linthout et al., 2014), by producing and responding to cytokines that activate immune cells of the innate and adaptive immune systems (Forte et al., 2018; Boyd et al., 2020), through organ-specific regulatory networks (Krausgruber et al., 2020).

Organ fibroblasts have been historically difficult to identify and study in vivo, due to their vague functional definition and lack of adequate markers that label organ fibroblast pools completely and specifically (Swonger et al., 2016). Recent advances in lineage tracing and multiomics single-cell analyses have revealed a significant heterogeneity of fibroblasts within and among tissues, and we are just beginning to understand how fibroblast heterogeneity correlates with distinct functions (Henderson et al., 2020; Shaw and Rognoni, 2020; Lynch and Watt, 2018; LeBleu and Neilson, 2020; Griffin et al., 2020). Despite being morphologically similar, spindle-shaped mesenchymal cells located in stromal tissues, fibroblasts acquire specialized functions related to their anatomical position (Krausgruber et al., 2020; Slany et al., 2014; Foote et al., 2019). They appear to retain a positional memory of the embryonic developmental axis: anterior–posterior, proximal–distal, and dermal–nondermal, possibly reflecting their role in conveying positional identity in embryogenesis (Rinn et al., 2006; Rinn et al., 2008; Ackema and Charité, 2008; Chang et al., 2002). The retention of positional molecular information through to adulthood suggests organ fibroblasts respond to molecular cues that drive body compartmentalization. Fibroblast heterogeneity within an organ tends to arise from the distinct embryological origin and/or anatomical localization (Lynch and Watt, 2018; Griffin et al., 2020; Muhl et al., 2020; Forte et al., 2020), while interorgan differences have been mostly ascribed to the matrisome, as shown by the transcriptomic comparison among fibroblasts from muscular tissues (Muhl et al., 2020).

Having previously reported that fibroblasts isolated from the adult mouse heart retain a cardiogenic transcriptional program (Furtado et al., 2014a), we show here that fibroblasts isolated from different adult organs similarly retain the expression of transcription factors and other gene sets involved in the determination of organ formation and patterning during embryonic development. This signature is captured in nascent embryonic organ fibroblasts and retained in adult fibroblasts under culture in isolation or in coculture with parenchymal cells from different organs. Further ectopic transplantation of fibroblasts into a different organ in vivo demonstrates the strength of the organ molecular signature despite new microenvironmental challenges. The robustness of the fibroblast organ transcriptome signature shown here supports its importance for organ interaction, connectivity, and function. In addition, knockdown of selected organ development transcription factors in cardiac fibroblasts deregulated the expression of genes involved in inflammation, fibrosis, and extracellular matrix (ECM) deposition, further supporting the relevance of these genes in fibroblasts function. In summary, our study uncovers stable expression of organ-specific, development-related signature genes in adult fibroblasts, thus offering new prospects for possible antifibrotic therapies.

## Results

### Cell homeostasis and ECM components comprise a generic fibroblast gene signature

To compare the gene signature of fibroblasts from different organs and eliminate potential RNA contaminants from other organ cell types, dissociated adult murine tissues were cultured for 5 days, followed by sorting for CD45−CD31−CD90+ fibroblasts (Furtado et al., 2014a; Figure 1—figure supplement 1a). High-throughput gene expression profiling identified 1281 highly expressed genes common to all fibroblast types, comprising the generic fibroblast signature (Figure 1—source data 1).

Through Ingenuity Pathway Analysis (IPA, Qiagen), we classified the commonly expressed genes based on cellular function (Figure 1—figure supplement 1b) and cellular localization (Figure 1—figure supplement 1c). Top functions included mechanisms of cell maintenance, such as proliferation, cytoskeletal arrangement, and cell movement, as well as general metabolic processes, including carbohydrate, nucleic acid protein, and small molecule biochemistry. Common fibroblast identifier genes were encountered within various IPA process classification groups. As an example, the cell surface receptor CD90 (*Thy1* gene) belongs with cellular assembly and organization, growth and proliferation and protein synthesis, while the myofibroblast marker smooth muscle actin (*Acta2* gene) was found in functions of cellular movement. The presence of CD90 and absence of CD31 (*Pecam1* gene)/CD45 (*Ptprc* gene) in all organ groups validated our positive/negative selection strategy for cell isolation, indicating a generally consistent population of cells in all organs. ECM elements, including collagens, were included in several functional annotations, such as to cell morphology, assembly and organization, cellular compromise, function, and maintenance or cell signaling.

### Organ fibroblasts retain *Hox* codes

The *Hox* code defines body segmental identity and is highly conserved from flies to mammals. *Hox* genes show colinear expression and undergo chronological activation in the embryo, where upstream genes successively activate downstream genes in an anteroposterior fashion, such that upstream genes are activated first in more anterior segments of the body. In mammals, the *Hox* cluster has undergone a series of duplications and deletions that led to the formation of four paralogous clusters a, b, c, and d (Figure 1a).

**Figure 1.**
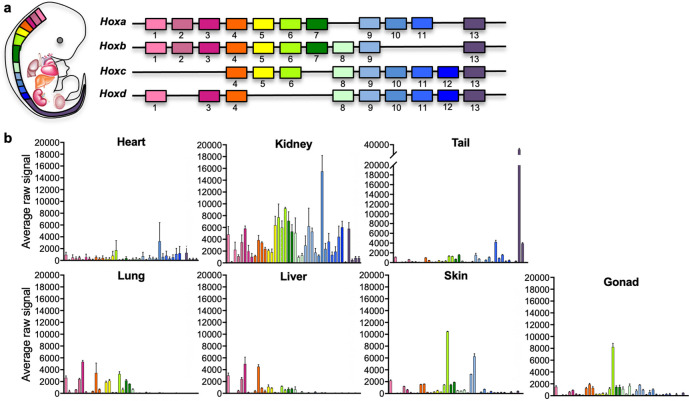
Positional code of organ fibroblasts. (**a**) Murine *Hox* cluster code, showing proximally expressed *Hox* genes in pink and distal ones in purple. (**b**) Bar plots showing the average raw signal for all expressed *Hox* genes in organ-specific fibroblast samples. Data are mean ± standard error of the mean (SEM) of three biological replicates for each fibroblast type from the microarray analysis. Refer to Figure 1—figure supplements 1–2, Figure 1—source data 1, and Figure 1—source data 2. Figure 1—source data 1.Microarray data: highly expressed genes common to all organ fibroblast populations, classified based on cellular process or cellular localization. Figure 1—source data 2.Microarray data: average raw expression and standard errors of *Hox* code genes across all fibroblast samples from the microarray analysis (*n* = 3).

**Figure 1—figure supplement 1.**
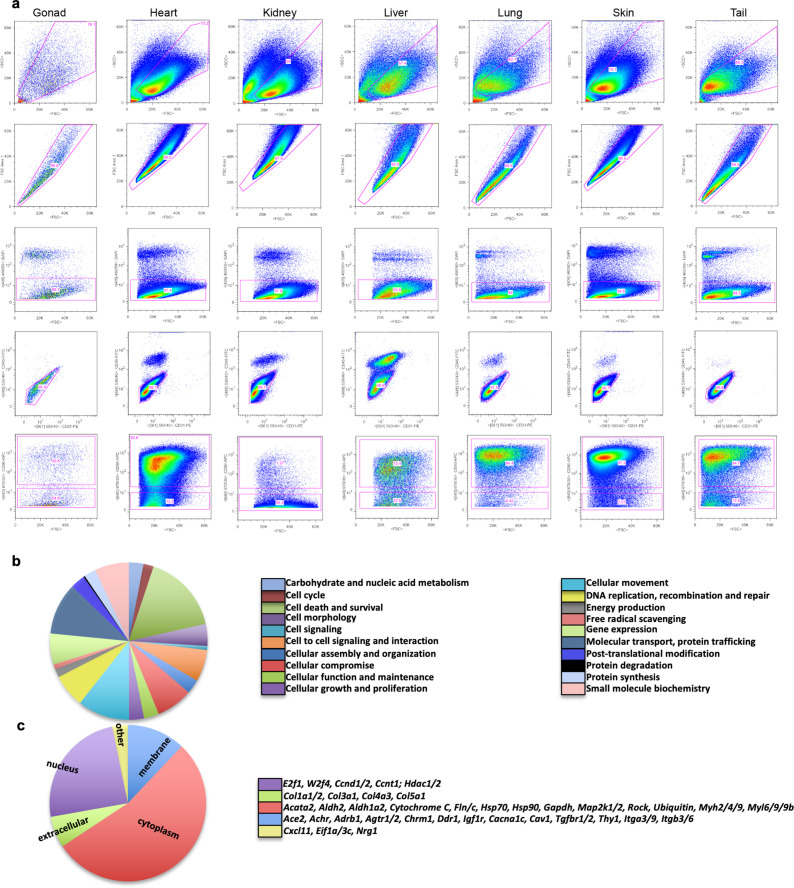
Isolation of fibroblasts from different organs and IPA analysis of common genes expressed across all organ fibroblasts. (**a**) Representative FACS plot showing the gating strategy used to isolate CD45−, CD31−, CD90+ fibroblasts from different organs.(**b, c**) IPA analysis of the genes highly expressed by all fibroblast types in the microarray analysis. (**b**) Pie chart of the molecular pathways. (**c**) Pie chart of the cellular distribution of common highly expressed genes. The microarray analysis was performed on *n* = 3 biological replicates per fibroblast type. Refer to Figure 1—source data 1.

**Figure 1—figure supplement 2.**
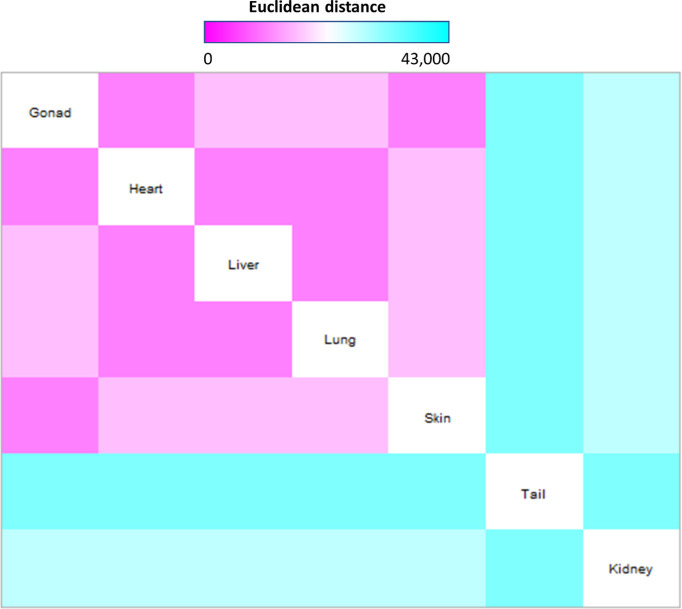
Pairwise comparison of *Hox* code across organ fibroblasts. Heatmap plot showing the pairwise square Euclidean distances based on raw signal intensity of organ fibroblasts (*n* = 3). Smaller distance signifies closer transcriptional similarity.

Site-specific *HOX* expression has been previously reported in human skin fibroblasts (Rinn et al., 2006; Rinn et al., 2008; Chang et al., 2002) and mouse mesenchymal cells isolated from different organs (Ackema and Charité, 2008), and it has been shown to be cell autonomous and epigenetically maintained, suggesting a source of positional memory to differentially pattern tissue-specific homeostasis and regeneration. To determine if fibroblasts isolated from other adult mouse organs retain a distinct *Hox* signature, we plotted the average raw expression of all *Hox* genes per each fibroblast type (Figure 1b, Figure 1—figure supplement 2, Figure 1—source data 2). Among profiled organs, five patterns of *Hox* expression were identified: lung and liver showed expression of anterior *Hox* genes, in particular genes from the clusters 1–7, although liver had lower *Hox4–7* expression when compared with lung. A second group including skin and gonad displayed high *Hox6* expression, with skin from thoracic and abdominal ventral skin areas also expressing high *Hox9* gene levels. The third classification group was represented by the heart, characterized by low *Hox* gene expression. This may reflect embryonic developmental processes, as *Hox* genes are known to exert minimal influence on heart formation, and are generally not expressed in the heart, except for the residual expression carried over by neural crest cells that invade the arterial pole of the heart and promote aorticopulmonary septation (Kirby et al., 1983). The great vessels were excluded from our sample collection, and therefore cells of neural crest origin were likely not captured in the analyses. The fourth classification group was represented by the kidney, which expressed intermediate to high levels of most anterior *Hox* genes up to *Hox11*, consistent with previous observations for the developing kidney (Patterson and Potter, 2004). The fifth category, represented by the mouse tail, had a posterior *Hox* code signature, represented by *Hox13*, which correlates with previous findings for human distal segment fibroblasts, represented by feet skin fibroblasts (Rinn et al., 2006; Rinn et al., 2008). Taken together with previous observations, these analyses confirm that adult organ fibroblasts retain positional *Hox* gene expression signatures, generally reflecting the embryological segmental identity of organ fibroblasts.

### Organ fibroblasts show unique molecular signatures

To highlight the unique transcriptomic signatures of these positionally distinct fibroblast pools, we performed a differential expression analysis and considered genes that were enriched by tenfold change or more in single organ fibroblasts relative to tail fibroblasts (Figure 2, Figure 2—source data 1). Gene ontology (GO) annotation revealed organ development programs; processes such as epithelial development, hepatoblast differentiation, lung lobe development, kidney development, reproductive process, and heart development were found enriched in their respective organ fibroblast pools (Figure 2a). Strikingly, signature embryonic transcription factors, that is, genes with established involvement in organ development, were enriched in organ-specific subsets, including *Tbx20*, a crucial transcription factor for heart development previously described in cardiac fibroblasts (Furtado et al., 2014a). Likewise, genes essential for lung morphogenesis (*Foxf1*) (Costa et al., 2001), liver development (*Hhex*) (Keng et al., 2000), early kidney formation (*Pax8*) (Bouchard et al., 2002), and gonad development (*Lhx9*) (Birk et al., 2000) were all specifically enriched in fibroblasts from their respective organs. Expression of signature genes was validated by quantitative polymerase chain reaction (qPCR) (Figure 2b, Figure 2—figure supplement 1) and immunocytochemistry (Figure 3, Figure 3—figure supplement 1). In general, signature gene expression patterns in embryonic fibroblasts were retained in fibroblasts from adult tissues (*Krt4*, *Krt6a*, *Serpinb5*, and *Hp* for skin; *Tbx20* and *Col2a1* for heart; *Foxf1* for lung; *Hhex* and *Foxa2* for liver, *Bmp7* and *Pax8* for kidney, *Cyp11a1* and *Lbx9* for gonad). Significant expression of *Hhex* and *Bmp7* were also found in several organs during embryonic development but were restricted to a single organ in adulthood. As an exception to single organ enrichment, *Foxa2* was also substantially upregulated in lung fibroblasts (~20-fold), in addition to liver fibroblasts (~30-fold).

**Figure 2.**
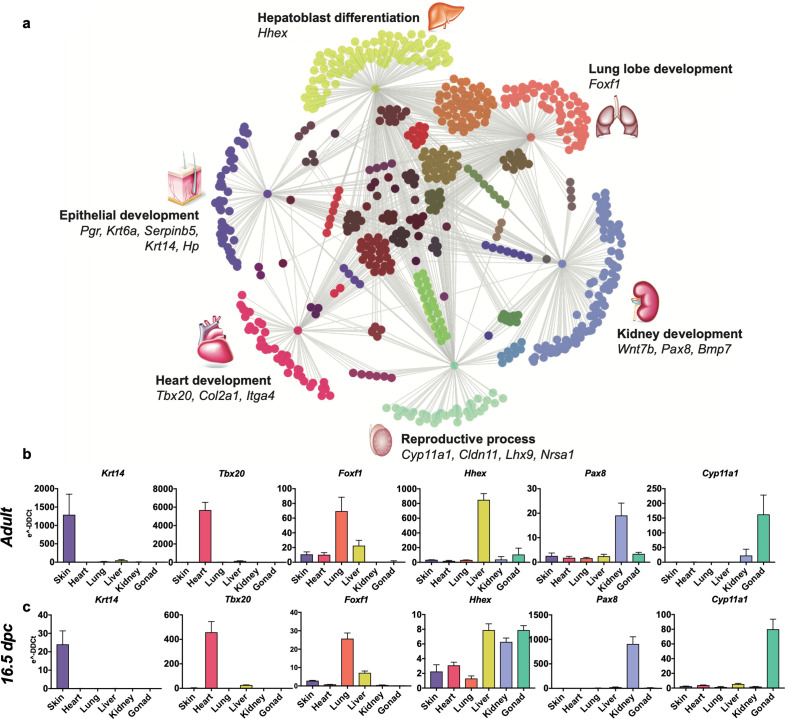
Embryological molecular signature of organ fibroblasts. (**a**) Cytoscape representation of network of genes (dots) singularly expressed in organ fibroblasts (only one gray edge between the gene and the organ) or shared among organs (multiple gray edges linking the gene to several organs). Genes involved in organ development are highlighted. (**b, c**) Validation of the expression of selected organ-enriched, developmental related genes using qPCR on cultured organ-derived fibroblasts isolated from adult mice (top row) or E16.5 embryos (bottom row). Data are mean ± standard error of the mean (SEM) of the *e*^−DDCt^ values, on three technical replicates of merged biological samples. The housekeeping gene is *Hprt* and the reference sample is tail fibroblasts. Refer to Figure 2—figure supplements 1–7, Figure 2—source data 1. Figure 2—source data 1.Microarray data: expression of genes that were enriched by tenfold change or more in single organ fibroblasts compared to tail fibroblasts (*n* = 3).

**Figure 2—figure supplement 1.**
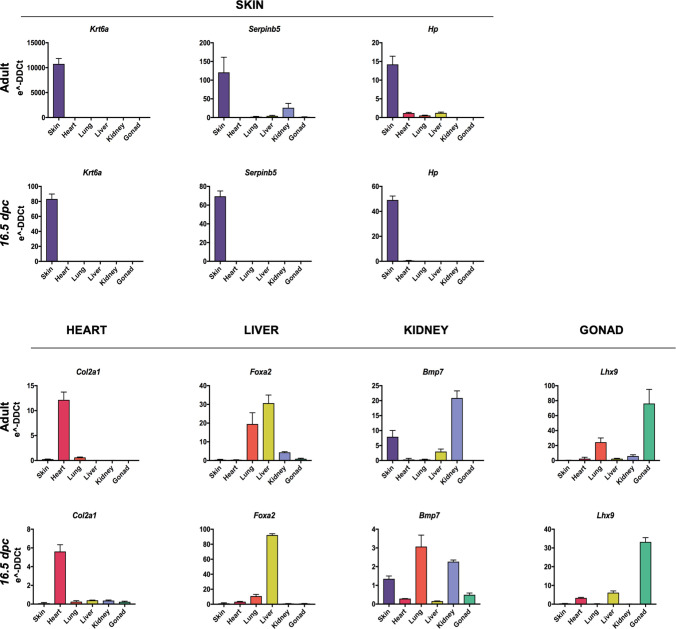
Embryological molecular signature of organ fibroblasts. Additional validation of expression of organ-enriched, developmental related genes using qPCR on adult and embryonic derived fibroblasts. Data are mean ± standard error of the mean (SEM) on three technical replicates of merged biological samples.

**Figure 2—figure supplement 2.**
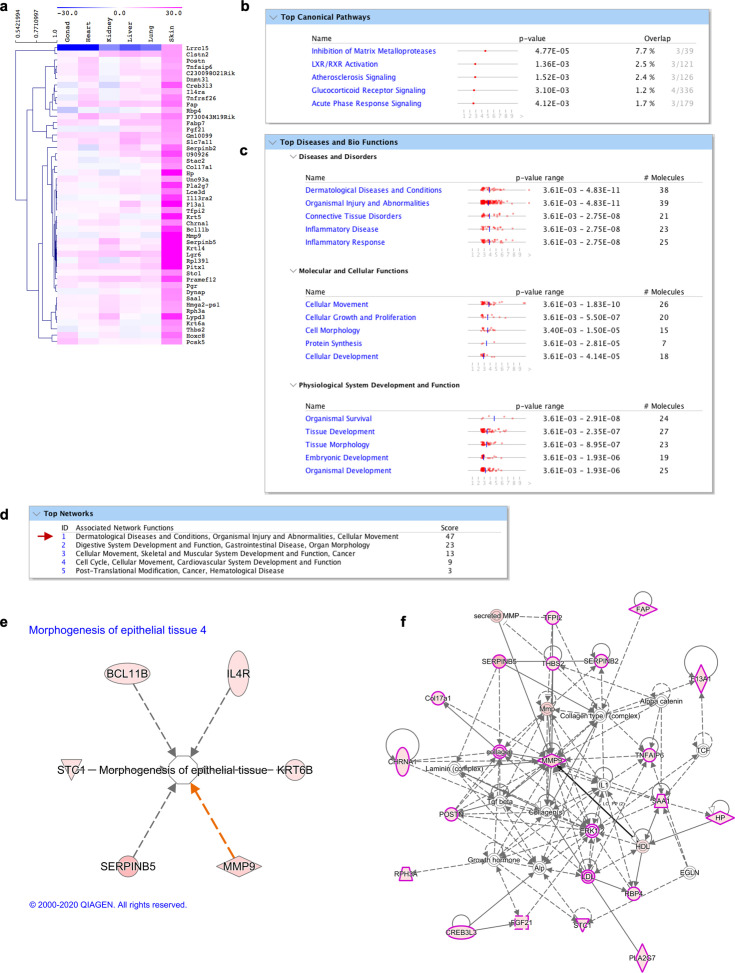
Molecular signature of skin fibroblasts. (**a**) Heatmap highlighting genes differentially expressed over tenfold solely in skin fibroblasts. (**b–f**) IPA analysis on genes highly expressed in skin fibroblasts (shown in **a**). (**b**) Top 5 canonical pathways listed according to their p value and estimated percentage of overlap. (**c**) Top diseases and biological functions. (**d**) Top networks and associated functions. (**e**) Representation of a pathway related to skin embryonic development (morphogenesis of epithelial tissue) with related skin fibroblasts enriched genes. (**f**) Graphic representation of the top network (highlighted with a red arrow in** d**) overlaid with the expression of genes enriched in our dataset (circled in pink) associated with skin disease and function. Red arrows point to all skin/derma-related terms.

**Figure 2—figure supplement 3.**
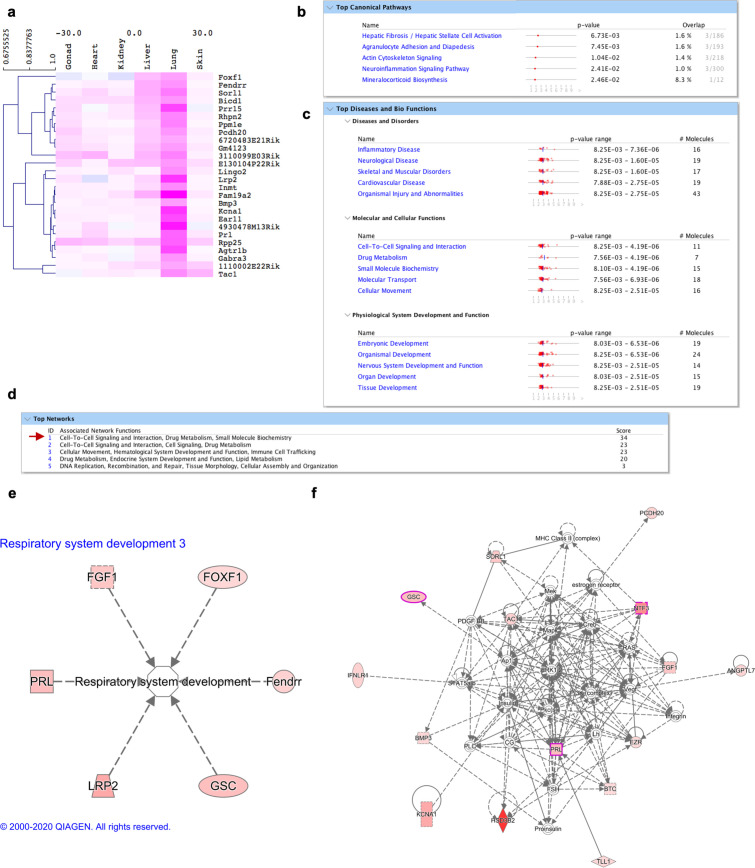
Molecular signature of lung fibroblasts. (**a**) Heatmap highlighting genes differentially expressed over tenfold solely in lung fibroblasts. (**b–f**) IPA analysis on genes highly expressed in lung fibroblasts (shown in **a**). (**b**) Top 5 canonical pathways with p value and estimated percentage of overlap. (**c**) Top diseases and biological functions. (**d**) Top networks and associated functions. (**e**) Representation of a development associated pathway (respiratory system development) with related lung fibroblasts enriched genes. (**f**) Graphic representation of the top network (highlighted with a red arrow in** d**) overlaid with the expression of genes enriched in our dataset (circled in pink) associated with lung development and function.

**Figure 2—figure supplement 4.**
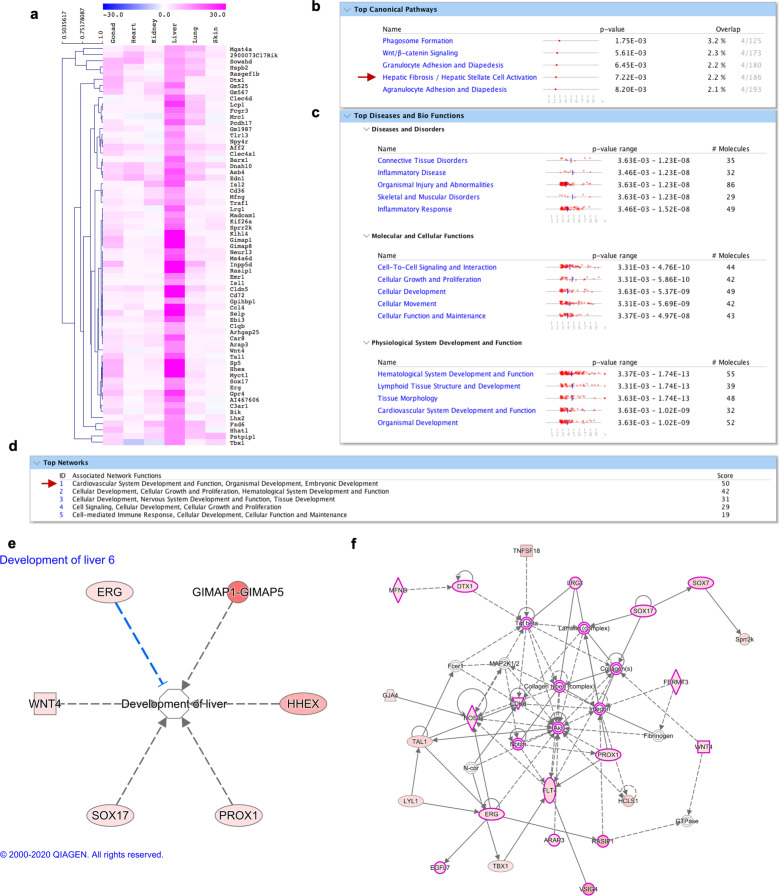
Molecular signature of liver fibroblasts. (**a**) Heatmap highlighting genes differentially expressed over tenfold solely in liver fibroblasts. (**b–f**) IPA analysis on genes highly expressed in liver fibroblasts (shown in **a**). (**b**) Top 5 canonical pathways with p value and estimated percentage of overlap. (**c**) Top diseases and biological functions. (**d**) Top networks and associated functions. (**e**) Representation of a development associated pathway (development of liver) with related liver fibroblasts enriched genes. (**f**) Graphic representation of the top network (highlighted with a red arrow in** d**) overlaid with the expression of genes enriched in our dataset (circled in pink), associated with liver abnormal development and function.

**Figure 2—figure supplement 5.**
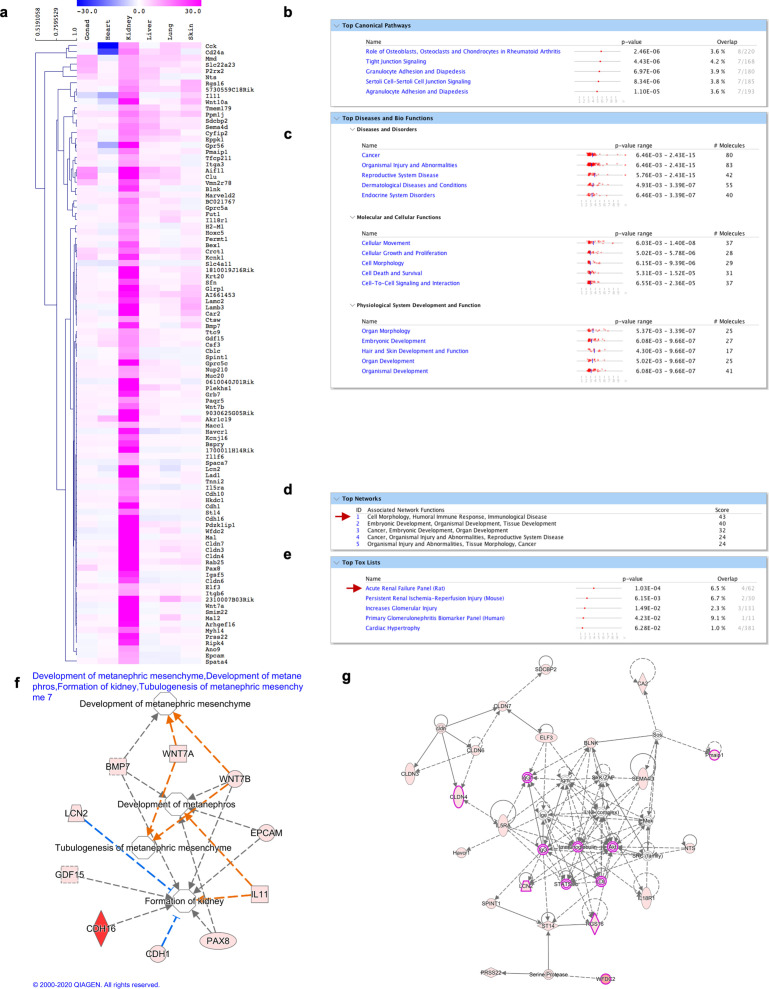
Molecular signature of kidney fibroblasts. (**a**) Heatmap highlighting the genes differentially expressed over tenfold solely in kidney fibroblasts. (**b–f**) IPA analysis on genes highly expressed in kidney fibroblasts (shown in **a**). (**b**) Top 5 canonical pathways with p value and estimated percentage of overlap. (**c**) Top diseases and biological functions. (**d**) Top networks and associated functions. (**e**) Top toxicology list, including different genes associated with kidney injury. (**f**) Representation of development associated pathways (development of metanephric mesenchyme, metanephros, formation of kidneys) with related kidney fibroblasts enriched genes. (**g**) Graphic representation of the top network (highlighted with a red arrow in** d**) overlaid with the expression of genes enriched in our dataset (circled in pink), associated with kidney disease.

**Figure 2—figure supplement 6.**
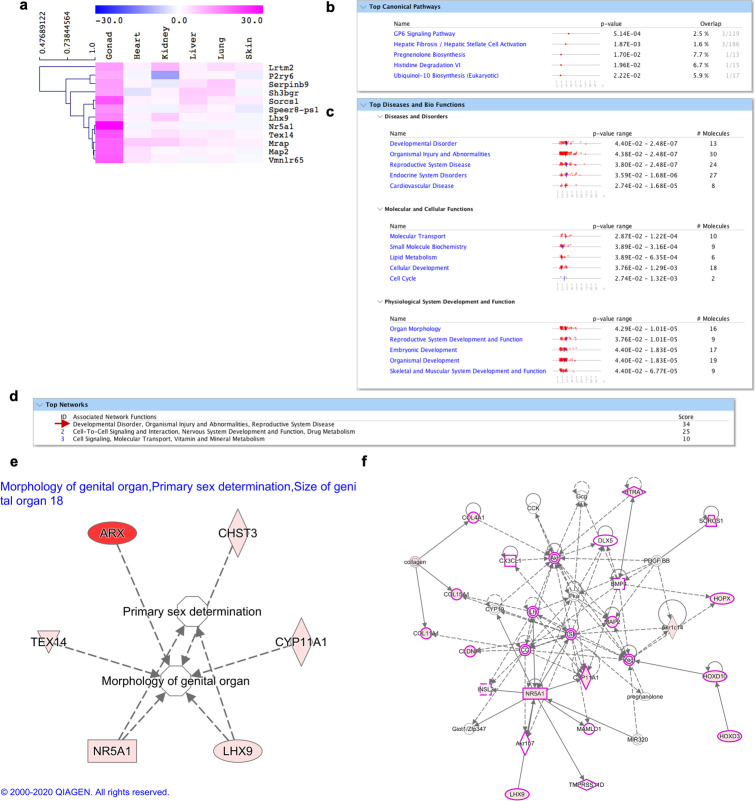
Molecular signature of gonad fibroblasts. (**a**) Heatmap highlighting genes differentially expressed over tenfold solely in gonad (testis) fibroblasts. (**b–f**) IPA analysis on genes highly expressed in gonad fibroblasts (shown in **a**). (**b**) Top 5 canonical pathways with p value and estimated percentage of overlap. (**c**) Top diseases and biological functions. (**d**) Top networks and associated functions. (**e**) Representation of development associated pathways (morphology of genital organs, sex determination, size of genital organs), with related gonad fibroblasts enriched genes. (**f**) Graphic representation of the top network (highlighted with a red arrow in** d**) overlaid with the expression of genes enriched in our dataset (circled in pink), associated with reproductive system development and dysfunction.

**Figure 2—figure supplement 7.**
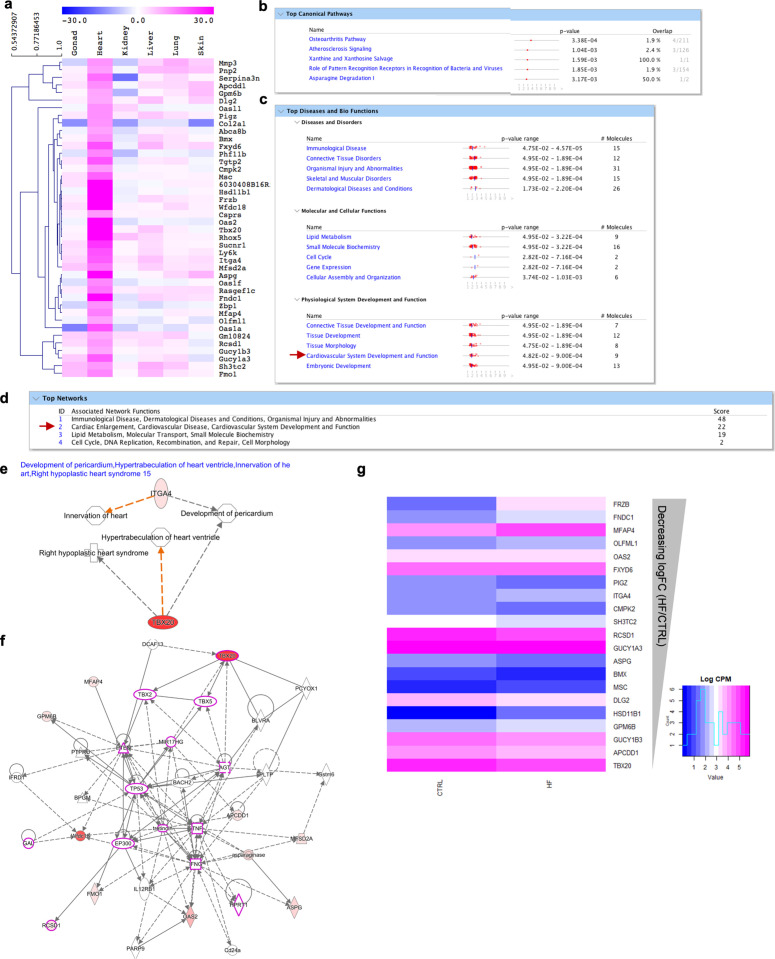
Molecular signature of cardiac fibroblasts. (**a**) Heatmap highlighting the genes differentially expressed over tenfold solely in cardiac fibroblasts. (**b–f**) IPA analysis on genes highly expressed in cardiac fibroblasts (shown in **a**). (**b**) Top 5 canonical pathways with p value and estimated percentage of overlap. (**c**) Top diseases and biological functions. (**d**) Top networks and associated functions. (**e**) Representation of development associated pathways (development of pericardium, hypertrabeculation, innervation, hypoplastic heart syndrome) with related heart fibroblasts enriched genes. (**f**) Graphic representation of the second top network (highlighted with a red arrow in** d**) overlaid with the expression of genes enriched in our dataset (circled in pink), associated with cardiac diseases and disorders. (**g**) Heatmap showing the expression of cardiac fibroblasts-enriched genes in human left ventricular biopsies from healthy (*N* = 5) and chronic ischemic heart failure patients (*N* = 5). Refer to Figure 2—figure supplement 7—source data 1. Figure 2—figure supplement 7—source data 1.Expression of cardiac fibroblast-enriched genes in human left ventricular biopsies from healthy and chronic ischemic heart failure patients.

**Figure 3.**
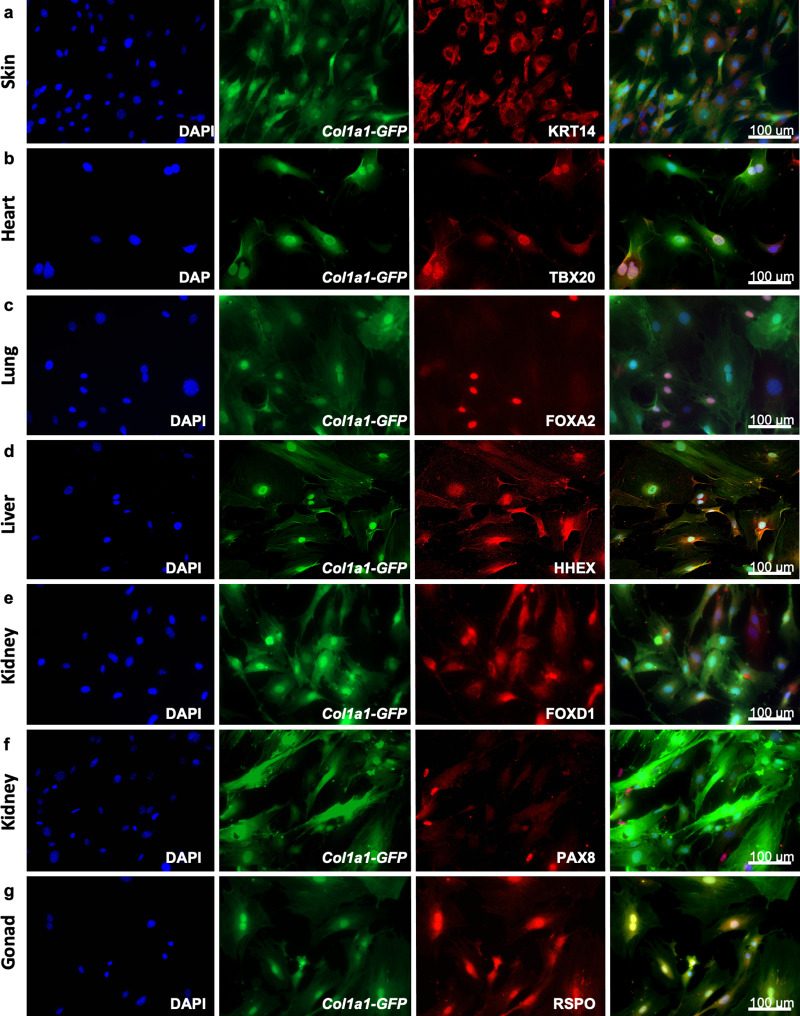
Adult fibroblasts express organ-specific transcription factors. Immunocytochemistry for development-related organ-enriched markers (KRT14, TBX20, FOXA2, HHEX, FOXD1, PAX8, and RSPO) on adult fibroblasts obtained from different organs of *Col1a1-GFP* mice and cultured for 5 days: (**a**) Skin fibroblasts stained with a mouse monoclonal anti-KRT14 antibody; (**b**) heart fibroblasts stained with a mouse monoclonal anti-TBX20 antibody; (**c**) lung fibroblasts stained with a rabbit monoclonal anti-FOXA2 antibody; (**d**) liver fibroblasts stained with a rabbit monoclonal anti-HHEX antibody; (**e**) kidney fibroblasts stained with a rabbit polyclonal anti-FOXD1 antibody; (**f**) kidney fibroblasts stained with a mouse monoclonal anti-PAX8 antibody; (**g**) testis fibroblasts stained with a goat polyclonal anti-RSPO1 antibody. As secondary antibodies, goat anti-mouse Alexa Fluor 568 was used for (**a**,** b**), (**f**); goat anti-rabbit Alexa Fluor 555 for (**c**, **d**) and donkey anti-goat Alexa Fluor 568 for (**f**). Representative images from three independent experiments on three biological replicates. Scale bar = 100 µm. Refer to Figure 3—figure supplement 1.

**Figure 3—figure supplement 1.**
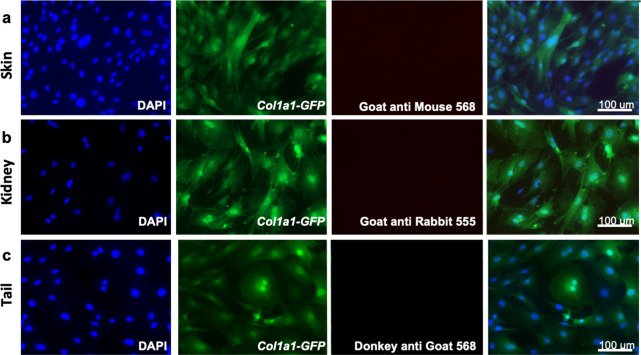
Adult fibroblasts express organ-specific transcription factors. Negative controls were obtained by staining with secondary antibodies only on Col1a1-GFP + fibroblasts cultured for 5 days. Representative images of the staining with the secondary goat anti-mouse Alexa 568 on skin fibroblasts (**a**); goat anti-rabbit Alexa 555 on kidney fibroblasts (**b**); donkey anti goat Alexa 568 on tail fibroblasts (**c**). Representative images from three independent experiments on three biological replicates. Scale bar = 100 µm.

IPA analysis delineated top canonical pathways, diseases, functions, and networks associated with selectively enriched genes in each fibroblast population and supported the argument that fibroblasts retain molecular identity of their developmental organ of origin (Figure 2—figure supplements 2–7). Among organ-related processes enriched in fibroblast subsets were dermatological diseases and conditions and morphogenesis of the epithelial tissue for skin fibroblasts (Figure 2—figure supplement 2), respiratory system development for lung fibroblasts (Figure 2—figure supplement 3), liver development for liver fibroblasts (Figure 2—figure supplement 4), acute renal failure, metanephros development and kidney formation, and abnormal kidney development, disease and function for kidney fibroblasts (Figure 2—figure supplement 5), reproductive system development, function and disease, morphology of genital organs, and primary sex determination networks and reproductive system dysfunction for gonad fibroblasts (Figure 2—figure supplement 6), cardiovascular disease development and function, cardiac enlargement and disease, and cardiac developmental processes for heart fibroblasts (Figure 2—figure supplement 7).

To establish the translational relevance of our findings, the presence of 42 genes uniquely enriched in cardiac fibroblasts (log2, tenfold, False Discovery Rate (FDR) < 0.01) was determined in left ventricular heart biopsies from healthy (*N* = 5) and chronic ischemic heart failure patients (*N* = 5) (Figure 2—figure supplement 7—source data 1). Ischemic heart failure was chosen for analysis due to the likelihood of replacement fibrosis as a pathological signature. Out of the 42 murine cardiac fibroblast genes, 28 were present in both control and heart failure samples, including *Tbx20*, which was unchanged between control and heart failure. *FNDC1*, *FRZB*, *MFAP4*, and *OLFML1* were significantly upregulated in ischemic heart failure; while *MFSD2A*, *PNP*, and *SERPINA3N* were downregulated. Four genes had no human homolog and ten were not found in the human heart transcriptome dataset. These findings confirm general commonalities across species and further identify potential candidates of fibrotic cardiovascular disease interest for future investigation.

### Organ-enriched gene expression is retained at the single-cell level in freshly isolated and cultured fibroblasts

Single-cell RNAseq (scRNAseq) is a powerful tool to determine granularity of gene expression at the population level. To assess how organ signatures are reflected in freshly isolated fibroblasts, we reanalyzed the stromal cell dataset from a publicly available multiorgan scRNAseq study (the Mouse Cell Atlas) (Han et al., 2018). Focusing on lung, testis, kidney, liver, and neonatal heart cells, we unbiasedly identified eight populations, including three lung and two kidney subclusters (Figure 4a). Pairwise differential expression analysis supported a previously reported classification of lung fibroblasts populations (Xie et al., 2018), with two types of matrix fibroblasts – ‘Lung A’ (Col*14a1*, *Pi16*, *Dcn* enriched)*,* ‘LungB’ (*Col13a1*, *Cxcl14*, *Tcf21* enriched) – and a group of myofibroblasts – ‘LungC’ (*Acta2*, *Myl9*, *Tagln* positive) (Figure 4—figure supplement 1 a, b). For kidney clusters, ‘Kidney B’ showed higher levels of canonical fibroblast markers *Dcn*, *Gsn*, and *Col1a2*, while the larger ‘Kidney A’ expressed relatively higher levels of genes involved in response to injury, or in renal carcinoma metastasis and progression (*Spp1* and *Krt8*), suggesting that this cluster is composed of tubular cells acquiring a mesenchymal phenotype in vivo (Rudman-Melnick et al., 2020; Figure 4—figure supplement 1c, d), as kidney epithelial cells are known to undergo dedifferentiation in vivo and in vitro to repair tubular injuries (Kusaba et al., 2014; Van der Hauwaert et al., 2013).

**Figure 4.**
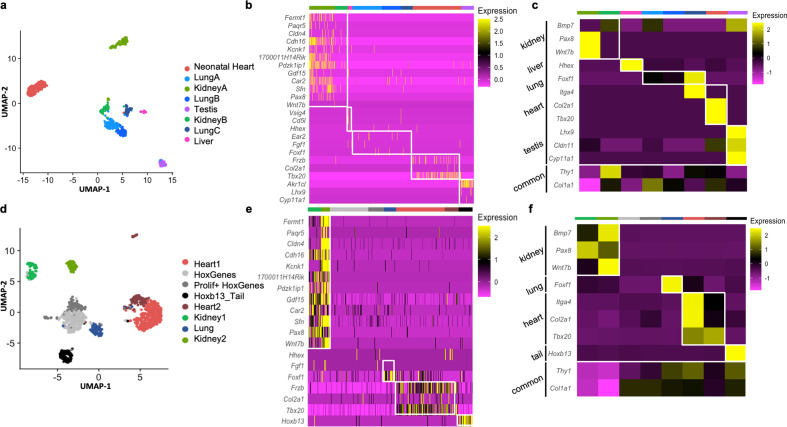
Analysis of organ-specific signatures at the single-cell level. (**a–c**) Reanalysis of the Mouse Cell Atlas stromal cell dataset. (**a**) Uniform Manifold Approximation and Projection (UMAP) visualization of selected stromal cell populations (682 cells). (**b**) Heatmap representing the expression of top-organ-specific genes, identified from the bulk RNAseq comparison, on individual cells in the single-cell RNAseq (scRNAseq) dataset. (**c**) Heatmap showing the average expression per population of organ development-related genes (same as shown in Figure 3). (**d–f**) scRNAseq analysis of mixed cultured stromal cells of different origins. (**d**) UMAP visualization of the captured cells. (**e**) Heatmap representing the expression of top-organ-specific genes, identified from the bulk RNAseq comparison, on individual cells. (**c**) Heatmap showing the average expression per population of organ development-related genes (same as shown in Figure 3). Refer to Figure 4—figure supplements 1–2, Figure 4—source data 1, and Figure 4—source data 2. Figure 4—source data 1.Analysis of the stromal cell aggregate from the Mouse Cell Atlas: markers genes per each population, and markers identified by pairwise comparison of the two kidney and three lung populations. Figure 4—source data 2.Analysis of in-house single-cell RNAseq (scRNAseq) data of merged cultured fibroblasts from different organs: markers genes per each population, and markers identified by pairwise comparison of the two kidney and two cardiac populations.

**Figure 4—figure supplement 1.**
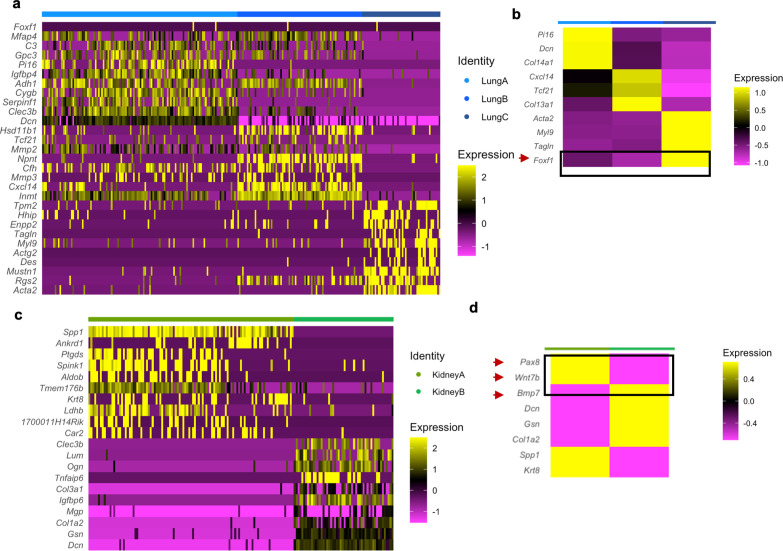
Analysis of the organ-specific fibroblasts heterogeneity in freshly isolated cells at single-cell level. Data derived from the reanalysis of the ‘Mouse Cell Atlas’ stromal cell dataset. (**a**) Heatmap showing the top differentially expressed genes in each cell of the subcluster Lung A–B–C. Genes were identified by pairwise differential expression (Lung C versus Lung A, Lung C versus Lung B, and Lung B versus Lung A). (**b**) Heatmap showing the average expression per subpopulation of key defining gene and the lung development-related genes (*Foxf1*). (**c**) Heatmap showing the top differentially expressed genes in Kidney A–B. Genes were identified by pairwise differential expression. (**d**) Heatmap showing the average expression per subpopulation of key defining genes and the kidney development-related genes (*Pax8*, *Wnt7b*, and *Bmp7*).

**Figure 4—figure supplement 2.**
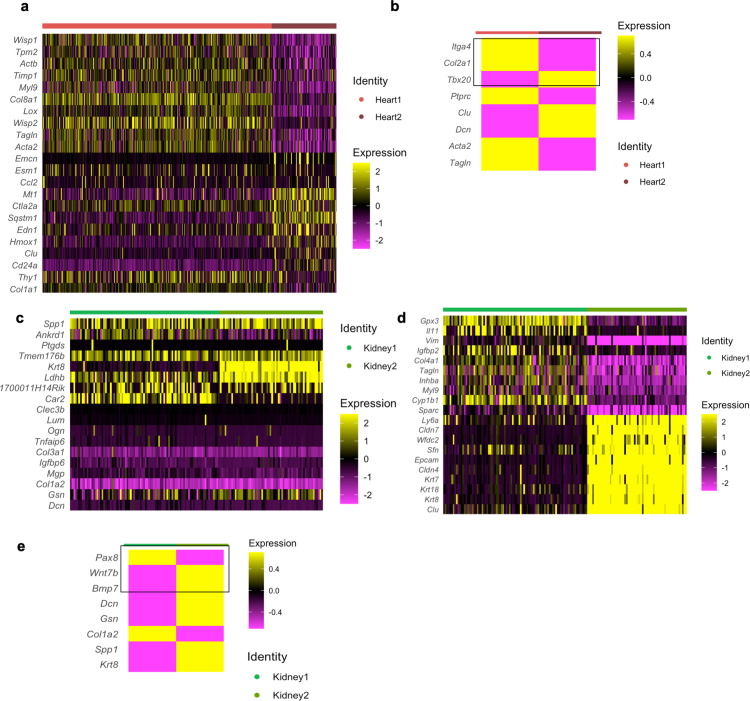
Analysis of the organ-specific fibroblast heterogeneity in cultured cells at single-cell level. Data derived from cultured fibroblast single-cell RNAseq (scRNAseq) data generated in this manuscript. (**a**) Heatmap showing top differentially expressed genes between Heart 1 and 2. (**b**) Heatmap showing the average expression per subpopulation of key defining genes and the heart development-related genes (*Itga4*, *Col2a1*, and *Tbx20*). (**c**) Heatmap showing the expression of genes identified by pairwise differential expression analysis of freshly isolated kidney fibroblasts for comparison (same as in Figure 4—figure supplement 1c). (**d**) Heatmap showing top differentially expressed genes between Kidney 1 and 2. (**e**) Heatmap showing the average expression per subpopulation of key defining genes and the kidney development-related genes (*Pax8*, *Wnt7b*, and *Bmp7*).

Overall, the expression of organ-specific (Figure 4b) and developmental related genes (Figure 4c) previously identified in the bulk cultured cell analysis was preserved, despite the reduced coverage and expected heterogeneity at the single-cell level (Figure 4b). Interestingly, when multiple subclusters were present (as in lung and kidney fibroblasts) the expression of the organ-specific genes was enriched in myofibroblasts (Lung C expressed relatively higher levels of *Foxf1*) or activated fibroblasts (Kidney A expressed higher levels of *Pax8* and *Wnt7b*) (Figure 4c, Figure 4—figure supplement 1, Figure 4—source data 1).

Further confirmation of the organ-enriched program was obtained with scRNAseq of pooled primary cultures from different origins (kidney, liver, lung, heart, skin, testis, and tail) (Figure 4d). Unbiased clustering defined Kidney 1–2, Lung, Heart 1–2, and Tail fibroblasts. Two additional clusters were unclassified based on organ identity, although marked by the expression of Hoxc genes (*HoxGenes*) and proliferation genes (*Prolif + HoxGenes*) (Figure 4d–f, Figure 4—source data 2). Highly expressed (Figure 4e) and development-related genes (Figure 4f) from original bulk analysis were again confirmed in these organ populations. Both cultured kidney clusters (Kidney 1–2) expressed the epithelial stress response marker (*Spp1*) and were transcriptionally closer to freshly isolated ‘Kidney A’ (Figure 4—figure supplement 2c), possibly representing two stages of tubular cells epithelial-to-mesenchymal transition (Iwano et al., 2002): Kidney1 had higher expression of myofibroblast genes (*Col4a1*, *Tagln*, *Myl9*, and *Sparc*) and the kidney-fibroblast-enriched gene *Pax8;* Kidney 2 strongly expressed epithelial genes (*Krt7*, *8*, *18*, *Epcam*, and *Clu*) (Figure 4—figure supplement 2d, e**;** Figure 4—source data 2). As for the cultured heart fibroblasts, Heart 1 displayed myofibroblast genes (*Acta2*, *Tagln*, and *Myl9*) and Heart 2 had enhanced signature of injury response/acutely activated fibroblasts (*Mt1*, *Ccl2*, *Clu*, and *Dcn)* (Figure 4—figure supplement 2a-b**;** Figure 4—source data 2; Forte et al., 2020). Overall, scRNAseq experiments showed that cultured cells present an activated/myofibroblast-like phenotype compared to freshly isolated cells and confirmed the retention of an organ-specific core transcriptome identity on both cultured and freshly isolated cells.

### Organ-enriched transcriptome is involved in the fibrotic response

To investigate the functional relevance of organ-enriched fibroblast transcriptomes, a CRISPR knockdown approach was used to downregulate core organ transcription factors, taking the heart as a model (Figure 5). *ROSA^Cas9-GFP^* (Platt et al., 2014) adult cardiac fibroblasts were cotransfected with mCherry mRNA and GFP guide RNAs for determination of transfection and knockdown (KD) efficiency, respectively (Figure 5a). After 72 hr of transfection, mCherry was observed in roughly 67% of cells (Figure 5b) by flow cytometry, and GFP mRNA expression was downregulated by over 90% when compared with scrambled guides (negative control) (Figure 5c). GFP fluorescence was also dramatically decreased by 72 hr (Figure 5a; Li et al., 2014).

**Figure 5.**
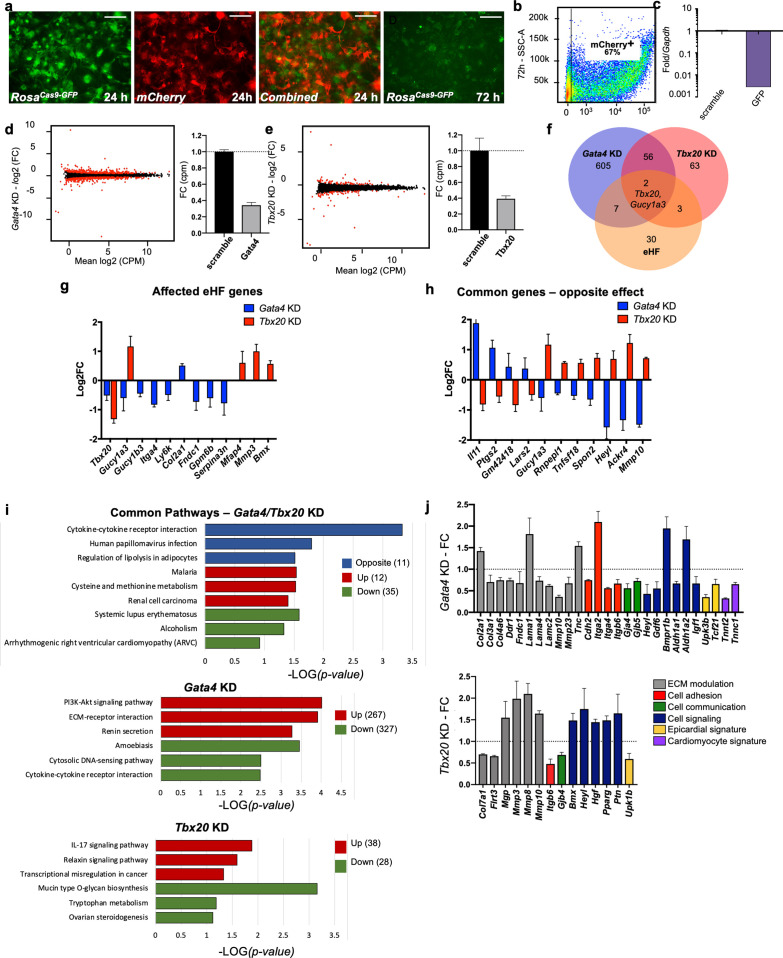
In vitro knockdown of core cardiac transcription factors. (**a**) Images of adult cardiac fibroblasts derived from *ROSA^Cas9-GFP^* mice, 24 and 72 hr post-transfection with two guide RNAs for *GFP* and CleanCap mCherry mRNA. (**b**) Flow cytometry plot showing the expression on mCherry in 67% of transfected cells (representative image of three independent experiments). (**c**) Relative quantification qPCR of *GFP*, normalized by *Gapdh* expression, in cells transfected with scrambled or GFP guide RNAs. (**d, e**) Volcano plots showing genes differentially expressed in *Gata4* (left) and *Tbx20* wns (right). Fold change in expression of *Gata4* (left) and *Tbx20* (bottom) in cells transfected with specific gRNAs versus scramble RNA, quantified through RNA sequencing. (**f**) Venn diagram showing the overlap among genes affected by Gata4 (*Gata4KD*) or Tbx20 (*Tbx20KD*) knockdown and number of genes upregulated by tenfold or more in heart fibroblasts (eHF) compared to other organs. (**g**) Plot showing changes in expression of eHF genes affected by *Gata4* (in blue) or *Tbx20* (in red) knockdown. (**h**) Genes regulated by both *Gata4* and *Tbx20* in opposing manner. (**i**) KEGG pathway analyses. Top panel: 58 genes affected in both *Tbx20* and *Gata4* knockdown; middle panel: 594 genes affected by *Gata4* knockdown; bottom panel: 66 genes affected by *Tbx20* knockdown. Blue – pathway changed in opposite directions, red – upregulated pathways, and green – downregulated pathways. (**j**) Hand-picked genes illustrate alterations in processes known to affect the cardiac fibrotic response for *Gata4* or *Tbx20* knockdown. All data are represented as fold changes over scrambled control (average ± standard error of the mean [SEM]; **d–j**) from bulk RNAseq of three biological replicates per condition. Selected significant genes have an FDR < 0.05. Refer to Figure 5—source data 1. Figure 5—source data 1.CRISPR-Cas9 experiments: sequence of the guide RNAs; differentially expressed genes between Tbx20KD and Gata4 KD and corresponding controls.KEGG pathways analysis.

With this confirmation, *Gata4* and *Tbx20*, core transcription factors essential for heart formation in embryonic development (Nim et al., 2015), were knocked-down in cultured *ROSA^Cas9-GFP^* cardiac fibroblasts, followed by bulk RNAseq analysis (Figure 5d–j). *Gata4* is expressed by all organ fibroblasts while fibroblast *Tbx20* expression is restricted to the heart. Despite similar KD efficiencies for both targets (~60%; Figure 5d, e), *Gata4* KD induced a higher number of dysregulated genes (red dots on volcano plots) compared with *Tbx20* KD. Among genes upregulated by tenfold in the original bulk organ analysis (eHF; Figure 5f, g), nine were dysregulated by *Gata4* KD and five by *Tbx20* KD. Only two of these genes were dysregulated in both conditions, including *Tbx20*, suggesting *Gata4* as a possible upstream regulator of *Tbx20*. A number of genes showed opposite regulation between *Gata4* KD and *Tbx20* KD (Figure 5h), confirming the specificity of KD response. These included cytokines and cytokine receptors (*Il11*, *Tnfsf18*, and *Ackr4*), genes involved in infection (*Ptgs2* and *Heyl*), cell adhesion and migration (*Spon2* and *Mmp10*). Of note, among the genes selectively upregulated in *Gata4* KD, *Il11* is a key mediator of organ fibrosis, possibly downstream of TGFβ (Schafer et al., 2017). Among genes upregulated in *Tbx20* KD*,* the downstream effector of Notch signaling *Heyl* is involved in cardiogenesis and is thought to repress *Gata4* expression (Fischer et al., 2005), *Mmp10* is upregulated in patients with end-stage heart failure (Wei et al., 2011), and it is involved in valve ossification (Matilla et al., 2020). KEGG pathway analyses (Figure 5i, Figure 5—source data 1) confirmed the involvement of *Gata4* and *Tbx20* in common but also diverse pathways. The top pathways uniquely upregulated by *Gata4* KD included Akt signaling, ECM–receptor interaction and renin secretion, implicating *Gata4* in the modulation of cardiac fibroblast growth and function (Brilla et al., 1995; Li et al., 2015; Dai et al., 2019). The top pathways upregulated by *Tbx20* KD involved IL-17 and relaxin signaling, as well as transcription misregulation in cancer. IL17 has been shown to regulate the fibrotic response in proinflammatory conditions such as psoriasis and pulmonary/liver fibrosis (Lei et al., 2016; Zhang et al., 2019; Seki and Brenner, 2015; Blauvelt and Chiricozzi, 2018), while relaxin has a well-established role in suppressing myofibroblast activation and ECM remodeling (Ng et al., 2019; Martin et al., 2019; Samuel et al., 2017).

In summary, both gene KDs affected matrix components and modulators (Figure 5j), as well as cell adhesion, cell–cell communication, and cell signaling genes. Markers of the epicardium, the external layer of the heart from which embryonic fibroblasts derive (Quijada et al., 2020), were also modulated, as well as several myocardial genes, found in low levels in cardiac fibroblasts and downregulated in *Gata4* KD. These results confirm the biological relevance of organ-specific fibroblast gene expression.

### Organ fibroblast specificity affects tissue function in coculture systems

The studies described above confirmed that fibroblasts retain an organ-specific transcriptome from embryonic development to adulthood, and that their identities are largely maintained in cultured cells, suggesting that fibroblast transcriptomes may be important for in vivo organ function. To determine whether the source of organ fibroblast affects organ function, 2D and 3D cocultures of cardiomyocytes (CMs) with adult kidney and cardiac fibroblasts were performed (Figure 6).

**Figure 6.**
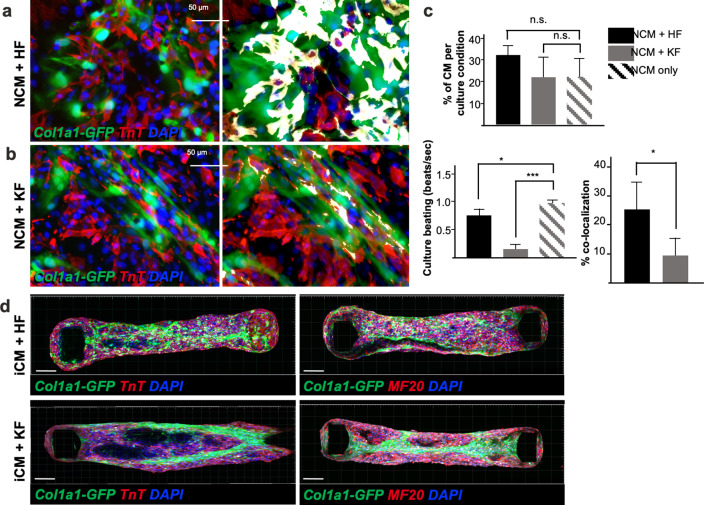
Adult fibroblasts retain tissue-specific function in vitro: impaired neonatal cardiomyocyte beating in presence of kidney-derived fibroblasts. Immunocytochemistry for TnT on 2D coculture of neonatal ventricular cardiomyocytes (NCM, TnT+ in red) with either adult cardiac fibroblasts (HF) in (**a**) or kidney fibroblasts (KF) in (**b**), isolated from *Col1a1-eGFP* mice (in green). Nuclei are labeled with 4′,6-diamidino-2-phenylindole (DAPI) (in blue). The right panel shows colocalization of the two cell types (green+ and red+) in white. (**c**) Quantifications of the percentage of cardiomyocytes per culture condition (top), beating of the 2D cultures expressed in beats per second (bottom left) and percentage of colocalization (bottom right). (**d**) Confocal Z-stack images reconstructed with Imaris, of cardiac microtissues constituted of 85% hiPSCs derived cardiomyocytes (iCM) and 15% of either cardiac (HF) or kidney (KF) fibroblasts, stained for TnT (in red, left panels) or MF20 (in red right panels). The adult fibroblasts were isolated from *Col1a1-eGFP* mice (in green), nuclei stained with DAPI (in red). Forty-eight organoids were generated per each fibroblasts cell type. Scale bar = 50 μm. All data in (**c**) are mean ± standard error of the mean (SEM) on three independent experiments, p values were calculated by two-sample *t*-test; * = p<0.05, *** = p<0.005 Refer to Video 1 and Video 2.

For 2D cultures, neonatal ventricular CMs were plated with *Col1a1-GFP*+ fibroblasts isolated from the adult kidney or heart (Kanisicak et al., 2016). Within 24 hr, coculture with adult kidney fibroblasts almost completely impaired CM contractility (Figure 6b, c, Video 1), although the number of CMs present in both cultures was not significantly different. Conversely, cardiac fibroblast coculture resulted in a syncytium of cells beating in synchronism (Video 2) at a relatively lower pace than neonatal CMs alone (Figure 6c), possibly reflecting an effect of adult HF on neonatal CM maturation (Wang et al., 2020). In addition, cardiac fibroblasts were well integrated with neonatal CMs, as shown by the percentage of colocalization, while kidney fibroblasts and CMs seemed to repel each other. To confirm these findings, 3D cardiac microtissues we generated, as previously described (Boudou et al., 2012; Hinson et al., 2015). A suspension of 85% human-induced pluripotent stem cell-derived CMs (iCMs) and 15% adult cardiac or kidney fibroblasts was loaded on millitissue devices with pairs of cantilevers to generate force. As expected, cardiac fibroblasts were homogeneously interspersed, while kidney fibroblasts were aggregated to the center or periphery of the organoids (Figure 6d), indicating lack of integration between the two cell types. These results implicate organ-specific fibroblasts in imparting their cognate tissue integrity.

**Video 1.** Coculture of adult cardiac fibroblasts with neonatal ventricular cardiomyocytes. ×20 magnification.

**Video 2.** Coculture of adult kidney fibroblasts with neonatal ventricular cardiomyocytes. ×20 magnification.

### Ectopically transplanted fibroblasts retain core transcriptional identity

To investigate if adult fibroblasts maintain their organ-specific signature when exposed to a different tissue microenvironment in vivo, *ROSA^mT/mG^* fibroblasts from tail, heart, and kidney were absorbed on surgical gel foam and transplanted under the kidney capsule of syngeneic C57BL6/J mice (Figure 7a). Three days post-transplantation, kidneys were dissected and sorted (Figure 7b) to determine transcriptional changes in transplanted fibroblasts. 

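According to the paper, the transplanted cells came from 10-week-old male *ROSA mT/mG* mice and had grown in culture for 10 days, and each recipient, aged 10 to 11 weeks, received between 400000 and 500000 of them. CD45−;TdTomato+ cells sorted from the recipients 3 days later gave the transplanted heart (HFs), kidney (KFs) and tail (TFs) samples, and the cells left over were replated and gave the cultured controls (HFc, KFc and TFc). Each of the 6 groups had 3 libraries, numbered here as replicates 1 to 3, and all 18 were used. RNA was sequenced as single-end reads of 75 bases from stranded libraries, and the authors deposited, for each library, the expected counts per gene that RSEM assigned on GRCm38, as whole numbers without normalization. The table lists Ensembl genes. A symbol and a position were found for 37607 of them in GENCODE mouse release 21, and the other 1317 held 0.277% of all counts. No count was present in any library for 13968 genes. The counts of a library summed to between 17927838 and 32245168, with medians of 24994262 in HFs, 28918810 in HFc, 25240704 in KFs, 28369445 in KFc, 20959809 in TFs and 24108809 in TFc. A gene was counted as detectable above 3 counts, which corresponded to between 0.093 and 0.167 CPM (counts scaled to a common library total). This floor covers counting error only, because no molecular identifiers are named. Genes with too few counts for groups of 3 were removed with edgeR's filterByExpr, and the remaining 16577 genes were normalized by edgeR's TMM method. Groups were compared with edgeR's quasi-likelihood test, fitted to all 18 libraries with one mean per group, with Benjamini-Hochberg adjustment over all genes tested. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. The biological coefficient of variation was 0.24. In simulated counts with 200 changed genes among 16187, the test found 200 of them and called 5 unchanged genes. Only genes above a set level were changed, by large folds and in HFs alone, and every library had the same spread. The simulation therefore does not cover small changes, low counts or an outlying library.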

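The sex-linked genes were read in every library. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had between 175 and 230 CPM in 17 of the libraries and 0.722 CPM (18 counts) in KFs replicate 3. *Xist* (ENSMUSG00000086503), on chromosome X from 103460366 to 103483254, had 1490 CPM (37208 counts) in KFs replicate 3 and at most 0.404 CPM in each of the others. Over the genes tested, which are not independent replicates of one another, this library correlated most with KFs replicate 2 (Pearson's r of log2 CPM 0.918), whereas KFs replicates 1 and 2 correlated by 0.973. The library labelled KFs replicate 3 was kept in every comparison, and several results are also given without it.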

Transplanted heart (HFs), kidney (KFs), tail (TFs) fibroblasts and corresponding in vitro cultured controls (HFc, KFc, TFc) were processed for bulk RNAseq. Multidimensional scaling plot for all samples showed that the three organ fibroblast types retained a distinct identity post-transplant, despite a reduced transcriptomic separation (Figure 7c).

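The distance between a pair of libraries was taken as in limma's plotMDS, as the root mean square of the 500 largest log2 differences between them. The first dimension held 29.9% and the second 22.7% of the variation. In culture, libraries of different organs lay 5.13 apart on average and libraries of one organ 2.41, and the ranges of these distances were 4.76 to 5.73 and 2.27 to 2.55. After transplantation the averages were 4.57 between and 3.01 within organs, and the ranges overlapped, since HFs lay 4.61 (3.89 to 5.50) from KFs, KFs 4.65 (3.74 to 5.61) from TFs and HFs 4.44 (4.29 to 4.55) from TFs, while the 3 KFs libraries lay between 2.64 and 4.32 from each other. In each state, no other of the 280 ways of dividing the 9 libraries into 3 groups of 3 gave as large a difference between the 2 averages (one-sided exact permutation test, p = 0.00357, the smallest this design allows). The nearest library of each of the 18 was one of its own group. Without KFs replicate 3, the average distance between transplanted libraries of different organs was 4.32. The setting that moved the distances most was the use of all genes in place of the 500 with the largest differences, which gave 1.32 in culture and 1.19 after transplantation.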

**Figure 7.**
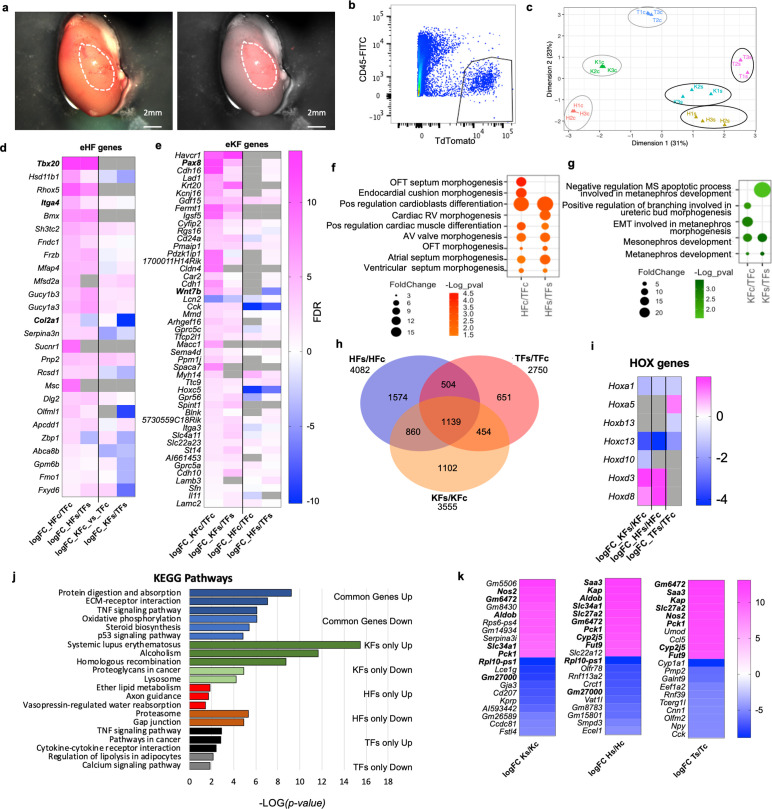
Fibroblast tissue-specific response to in vivo ectopic transplantation under the kidney capsule. (**a**) Representative images of a dissected kidney to highlight the area where TdTomato+ cells were transplanted; brightfield image on the left; brightfield overlaid with the fluorescence image acquired in the red channel on the right. (**b**) Flow cytometry plot showing the gating strategy used to isolate live CD45−;TdTomato+ cells 3 days post-transplantation in the kidney capsule. (**c**) Multidimensional scaling plot calculated on the top 500 genes postnormalization to visualize the transcriptomic similarity among all samples. (**d–h**) Comparison of HF and KF gene expression to TF in culture (HFc/TFc, KFc/KFc) and post-transplant in the kidney capsule (HFs/TFs, KFs/KFs). (**d**) Heatmap showing expression of significantly regulated eHF genes in the four conditions. (**e**) Heatmap showing the expression of eKF genes in the four conditions. (**f**) Dot plot indicating GO terms associated with cardiac development, identified from the DAVID database analysis of HFs or HFc-enriched genes. (**g**) Dot plot indicating the GO terms associated with cardiac development, identified from the DAVID database analysis of KFs or KFc-enriched genes. (**h–k**) Analysis of the differential expression by experimental condition: transplanted cells versus cells in culture HFs/HFc, TFs/TFc, and KFs/KFc. (**h**) Venn diagram showing the significant differentially regulated genes (FDR < 0.05) in the three comparison sets. Only genes with a logFC >1 or <−1 were considered. (**i**) Heatmap of differentially regulated *Hox* genes. (**j**) Bar plot of the KEGG pathway analysis on the common regulated genes (light blue – downregulated, dark blue – upregulated), and genes uniquely modulated in KF (dark green – upregulated, light green – downregulated), HF (red – upregulated, brown – downregulated), and TF (black – upregulated, gray – downregulated). (**k**) Heatmaps showing the top 10 upregulated and top 10 downregulated genes for each dataset. In bold are the genes shared in two different sets of comparisons. Data are means of three biological replicates per condition. All the heatmaps (**d, e, j, k**) The average log fold change. For (**d, e**) Genes were ordered based on the FDR (smaller to larger value) of the comparison in the first column, HFc/TFc and KFc/TFc, respectively. Dot plots (**f, g**) and bar plot (**j**) data were organized based on the log transformation of the p values (−log(p value)). eKF – kidney-fibroblast-enriched genes, same as shown in Figure 2—figure supplement 5, eHF – heart-fibroblast-enriched genes, same as shown in Figure 2—figure supplement 7, KFs – transplanted kidney fibroblasts, HFs – transplanted heart fibroblasts, TFs – transplanted tail fibroblasts, KFc – kidney fibroblasts in culture, HFc – heart fibroblasts in culture, and TFc – tail fibroblasts in culture. Refer to Figure 7—figure supplement 1.

**Figure 7—figure supplement 1.**
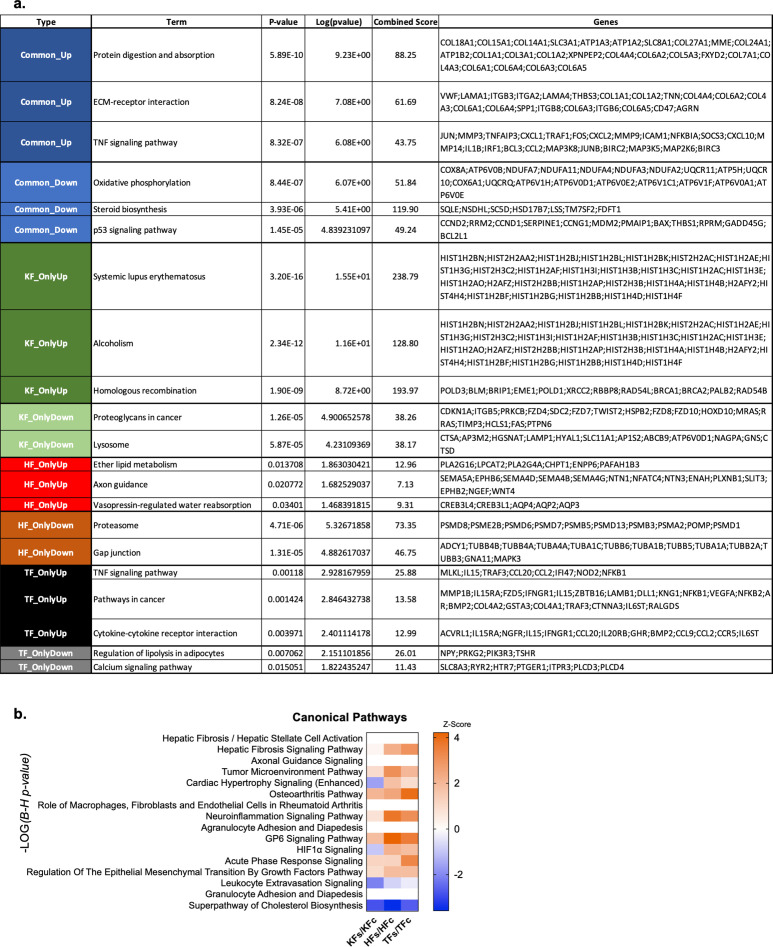
Analysis of organ fibroblast-specific responses to transplant under the kidney capsule. (**a**) Table showing genes associated to the top KEGG pathways in Figure 7j, (**b**) canonical pathways identified through Ingenuity Pathway Analysis of differentially expressed genes, ordered by significance (−LOG of the B–H corrected p value) and colored by the activation *z*-score predicted for the three comparisons HFs/HFc, TFs/TFc, and KFs/KFc.

To assess eventual changes in organ-specific identity, we compared the expression of sorted and cultured heart and kidney fibroblasts relative to tail fibroblasts, and we analyzed the expression of heart-enriched (eHF) and kidney-enriched (eKF) genes identified from the initial bulk RNA analyses (Figure 2—source data 1, Figure 2—figure supplements 2–7). We observed that fibroblasts generally maintained their core identity after transplant. 

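The eHF and eKF lists of the paper's microarray hold 42 and 98 symbols, of which 40 and 96 were matched to the table and 38 and 74 had enough counts to be tested. In culture, 29 eHF genes were higher in HFc than in TFc at the adjusted p threshold of 0.05, and the median log2 fold change of the list was 3.53 (limma's camera test against all other genes, two-sided, inter-gene correlation 0.01, adjusted p = 2.35e-17 over 8 tests of lists). After transplantation, 22 were higher and 4 lower in HFs than in TFs, with a median of 2.46 (adjusted p = 2.35e-17). The mean log2(CPM + 1) of the eHF list was 3.16 to 3.24 in HFc and 3.82 to 4.09 in HFs. In tail fibroblasts it was 1.23 to 1.28 in TFc and 2.62 to 2.70 in TFs. The smaller median thus went with a rise of the list in TFs, not with a fall in HFs. Of the 29 genes, 18 (62.1%) were also significantly higher after transplantation, 25 kept a positive fold change and 2 were significantly lower. For eKF genes, 44 were higher and 1 lower in KFc than in TFc, with a median log2 fold change of 3.00 (adjusted p = 9.89e-13), and 32 were higher and 2 lower in KFs than in TFs, with a median of 2.27 (adjusted p = 1.77e-06). Of the 44 genes, 22 (50%) were also significantly higher after transplantation and 42 kept a positive fold change. With p-values adjusted over each list alone, 30 and 25 eHF genes and 46 and 43 eKF genes were higher in culture and after transplantation. The kidney result rested largely on 1 library. The mean log2(CPM + 1) of the eKF list was 2.70 in KFs replicate 3, and 1.23 and 1.19 in KFs replicates 1 and 2, against 1.77 to 1.86 in KFc and 0.83 to 1.07 in TFs. The alternative that moved the median most was the fit without KFs replicate 3, in which the median in KFs relative to TFs was 0.25 and 16 genes were higher, all of them among the 32. The number of eKF genes higher in both states moved most with the level of proximal tubule markers as a covariate, to 4, while the median of the list in KFs relative to TFs was 2.56. The covariate was fitted in the transplanted libraries alone, so that fewer libraries may also have lowered the number. The paper's text does not state whether libraries with the same replicate number share an origin, and KFs replicate 3 and KFc replicate 3, with 1490 and 0.0665 CPM of *Xist* and 0.722 and 195 CPM of Y-linked genes, did not. The residuals of same-numbered libraries residuals correlated by -0.058 to 0.024 on average in the 7 comparisons, and those of libraries with other numbers by -0.012 to 0.029. When the replicate number was fitted as a block, the medians after transplantation were 2.36 for eHF (adjusted p = 1.08e-14) and 1.60 for eKF (adjusted p = 5.48e-08), and 14 eKF genes were higher both in culture and after transplantation.

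**Figure D1:**
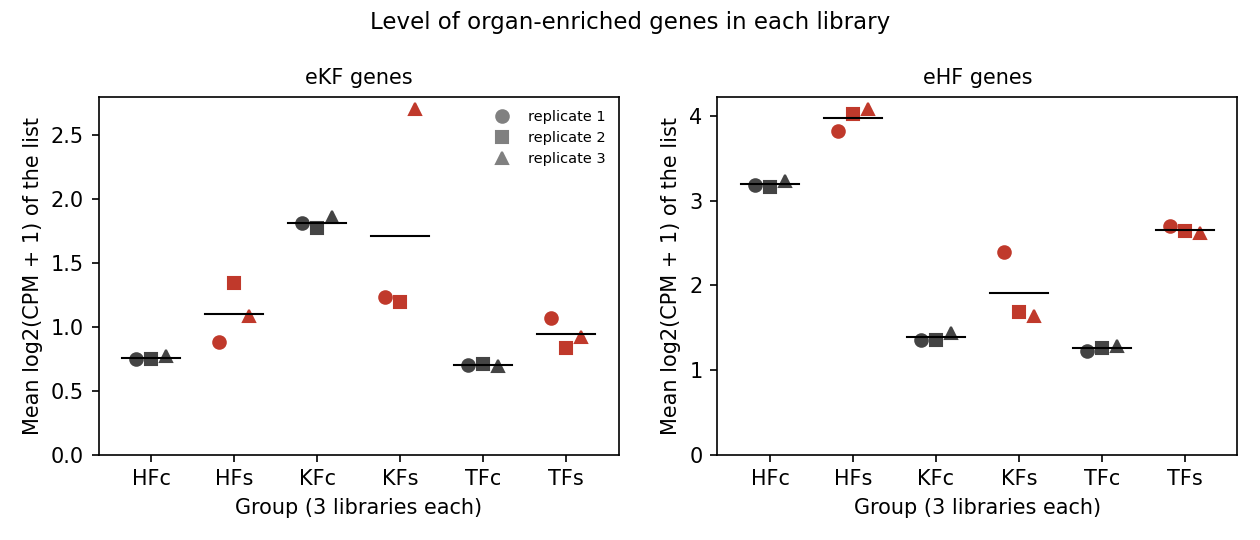
Mean log2(CPM + 1) of the eKF genes (left) and the eHF genes (right) in each of the 18 libraries, by group, with a horizontal line at the mean of each group's 3 libraries. KFs replicate 3 is at 2.70 in the eKF genes and the other 2 KFs libraries are at 1.23 and 1.19, while the 3 HFs libraries lie between 3.82 and 4.09 in the eHF genes and the 3 TFs libraries between 2.62 and 2.70.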

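All 26 eHF genes shown in Figure 7d were tested. In culture, 25 were significantly higher in HFc than in TFc. After transplantation, 18 (69.2%) were higher in HFs than in TFs, 2 were lower and 6 passed the threshold in neither direction, and 24 kept the sign they had in culture. With the level of proximal tubule markers as a covariate, in a fit of the transplanted libraries alone, 11 (42.3%) were higher, 0 lower and 15 in neither direction. Adjustment over the list alone gave 20 higher. Without HFs replicate 2 or without TFs replicate 1, 1 was lower. *Tbx20* (ENSMUSG00000031965), on chromosome 9 from 24718138 to 24774303, had 1180 ± 34.8 CPM (SD, n = 3, as for all CPM that follow) in HFc, 0.329 ± 0.189 CPM in TFc, 406 ± 38.3 CPM in HFs and 0.13 ± 0.0729 CPM in TFs. Its log2 fold change was 11.88 in culture (SE 0.34, adjusted p = 3.17e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 11.61 after transplantation (SE 0.36, adjusted p = 2.73e-11 from the same test). The 2 genes lower in HFs were *Col2a1* and *Zbp1*. *Col2a1* (ENSMUSG00000022483), on chromosome 15 from 97975602 to 98004695, had a log2 fold change of 2.79 in culture (SE 0.3, adjusted p = 2.02e-06) and -1.39 after transplantation (SE 0.3, adjusted p = 0.00363), with 114 ± 2.61 CPM in HFc and 5.14 ± 1.2 CPM in HFs. *Zbp1* (ENSMUSG00000027514), on chromosome 2 from 173206612 to 173218923, had a log2 fold change of 2.44 in culture (SE 0.68, adjusted p = 0.0088) and -1.78 after transplantation (SE 0.48, adjusted p = 0.0131), with 2.13 ± 1.11 CPM in HFc and 16.9 ± 4.94 CPM in HFs, but 0.376 ± 0.195 CPM in TFc and 58.1 ± 23.5 CPM in TFs.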

Of the 26 genes enriched in HFc, 21 (80.7%) were similarly modulated in HFs, only two were downregulated and three were not detected (Figure 7d). As expected, eHF gene expression was low or downregulated in KFc compared to TFc and kept a similar expression pattern post-transplant (Figure 7d). 

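Among the 38 eHF genes tested, 11 were significantly higher and 7 lower in KFc than in TFc, with a median log2 fold change of 0.71 that did not differ from that of all other genes (limma's camera test, adjusted p = 0.245). In KFs relative to TFs, 5 were higher and 14 lower, with a median of -0.93 (adjusted p = 0.014, and 0.00659 with the replicate number as a block). Of the genes of Figure 7d, 9 were higher and 6 lower in KFc, and 5 were higher and 9 lower in KFs. Of the 15 that passed the threshold in KFc, 7 did so in the same direction in KFs, 2 in the opposite direction and 6 in neither. The mean log2(CPM + 1) of the eHF list was 2.39, 1.69 and 1.64 in KFs replicates 1 to 3. It was 1.36 to 1.44 in KFc and 2.62 to 2.70 in TFs, so that the list did not fall from culture in KFs.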

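All 47 eKF genes shown in Figure 7e were tested. In culture, 32 were significantly higher and 1 lower in KFc than in TFc. After transplantation, 26 (55.3%) were higher in KFs than in TFs, 1 was lower and 20 passed the threshold in neither direction. The sign in KFs was that in KFc for 46 of the 47 genes, and 17 were significantly higher in both states. Without KFs replicate 3, 42 were higher in KFc and 15 (31.9%) in KFs. The count in KFs was 14 (29.8%) with the replicate number as a block and 8 (17%) in a fit of only the 2 groups. It was 5 (10.6%) with the level of proximal tubule markers as a covariate, but 36 (76.6%) with adjustment over the list alone. The covariate fit used the transplanted libraries alone. The gene lower in both states was *Lcn2* (ENSMUSG00000026822), on chromosome 2 from 32384633 to 32388252, whose counts in KFc were all at or under 3, at least 20.1-fold lower than in TFc (adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change in KFs relative to TFs was -3.20 (SE 0.71, adjusted p = 0.00335 from the same test). This was -5.34 without KFs replicate 3 and -4.06 with the replicate number as a block. In a fit of only the 2 groups, 0 genes of Figure 7e were significantly lower in KFs. *Itga3* (ENSMUSG00000001507), on chromosome 11 from 95044474 to 95076801, had a log2 fold change of 3.10 in KFs relative to TFs (SE 0.8, adjusted p = 0.00879, and 0.0629 with the replicate number as a block), with 4367 counts in KFs replicate 3 and 300 and 265 counts in KFs replicates 1 and 2. Without that library the log2 fold change of *Itga3* in KFs relative to TFs was 0.44 (adjusted p = 0.136).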

Of the 47 eKF significantly expressed in KFc, 41 (87.2%) were modulated in the same direction in KFs, one gene was downregulated, and five genes were not detected. 

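Of the 47 eKF genes, 13 (27.7%) differed significantly between HFc and TFc, 8 of them higher and 5 lower in HFc. This count depended on libraries outside the comparison. It was 21 without KFs replicate 3, a fit chosen after the values were seen. A fit of only the 2 groups gave 19 and edgeR's exact test 21. Over the whole eKF list, 12 genes were higher and 7 lower in HFc, and the median log2 fold change of the list did not differ from that of other genes (limma's camera test, adjusted p = 0.776).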

Twenty-six (55.3%) eKF genes were also found in HFc, 17 mildly upregulated and 9 downregulated. Of these, 14 were similarly regulated in HFs, 1 gene was not detected and 11 were differentially regulated (7 upregulated, 4 downregulated). 

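Of the 13 genes, 4 (*Cck*, *Hoxc5*, *Pmaip1* and *Ttc9*) were significantly different in the same direction in HFs relative to TFs, 8 passed the threshold in neither direction and 1 (*Rgs16*) in the opposite direction. *Rgs16* (ENSMUSG00000026475), on chromosome 1 from 153740349 to 153745468, had a log2 fold change of 1.13 in culture (SE 0.29, adjusted p = 0.00538 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.99 after transplantation (SE 0.29, adjusted p = 0.0205). There were 2 further genes that passed the threshold in HFs only. *Inava*, listed in the paper as 5730559C18Rik, was higher in HFs (log2 fold change 1.29, SE 0.4, adjusted p = 0.0283 from the same test, and 0.0627 with the replicate number as a block), and *Wnt7b*, whose counts in HFs were all at or under 3, was at least 8.53-fold lower (adjusted p = 0.00942). Over the whole eKF list, 4 genes were higher and 4 lower in HFs, with a median log2 fold change of 0.64 that did not differ from that of other genes (limma's camera test, adjusted p = 0.313).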

An additional 13 eKF genes were detected in HFs, all mildly upregulated except for one downregulated, showing an adaptation to the new microenvironment (Figure 7e). GO analysis of KF- or HF-enriched genes in culture or post-transplant using *DAVID* (Database for Annotation, Visualization and Integrated Discovery, Dennis et al., 2003) revealed terms related to organ development, in line with the previous observations (Figure 7f, g). The top GO terms for both HFc and HFs were related to cardiac morphogenesis and cardioblast differentiation; the top terms for KFc and KFs were related to mesonephros and metanephros development. In summary, both HFs and KFs maintained their core transcriptomic identity compared to TFs.

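Over all genes tested, 6943 differed between HFc and TFc at the adjusted p threshold of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6026 between KFc and TFc. After transplantation, 3822 differed between HFs and TFs and 4819 between KFs and TFs. The higher group was the heart for 3464 genes in culture and 1713 after transplantation, and the kidney for 2951 and 2536. With the replicate number as a block, the counts were 6579, 5602, 3325 and 4180, of which 6434, 5425, 3221 and 4050 were shared with the fit without it. Without KFs replicate 3, 5944 genes differed between KFs and TFs, 4138 of them shared. The counts moved most with the level of proximal tubule markers as a covariate for host kidney RNA, to 1321 for HFs and 905 for KFs relative to TFs. That fit used the transplanted libraries alone, so the effect of the covariate cannot be told apart from that of fewer libraries. From the eHF and eKF genes that kept their direction in transplanted heart and kidney fibroblasts relative to tail fibroblasts, and from the GO terms of the enriched genes, the paper concludes that HFs and KFs kept their core identity after transplantation.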

### Ectopically transplanted fibroblasts adapt to a new microenvironment

To analyze the differential HF, KF, and TF responses to the transplantation, gene expression of each post-transplant fibroblast type was compared with its equivalent control kept in culture. Despite the retention of organ identity signatures, numerous genes were modulated in transplanted fibroblasts compared to cultured controls (4082 genes for HFs/HFc, 3555 for KFs/KFc, and 2750 for TFs/TFc) (Figure 7h). These included 4–5 *Hox* genes per cell type, showing a modulation of the cell-type-specific positional code. 

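With the adjusted p threshold of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change above 1 or below -1, 4585 genes differed between HFs and HFc, 3754 between KFs and KFc and 2743 between TFs and TFc. Of these, 3038, 2429 and 1827 were higher in the transplanted cells. No limit on the fold change, the alternative that moved these counts most, gave 9353, 8091 and 6433 genes. With the replicate number as a block, there were 4341, 3431 and 2501 genes, of which 4256, 3287 and 2437 were shared with the fit without it, and the residuals of same-numbered libraries correlated by -0.002, 0.024 and -0.027 on average. Without KFs replicate 3, the kidney comparison gave 3921 genes, 3085 of them shared. All 3 comparisons shared 1215 genes, and 1169 changed in the same direction in each, 878 higher and 291 lower. Found in a single comparison were 1872 genes for heart, 1116 for kidney and 533 for tail fibroblasts. Of these 3521 genes, 1016 (28.9%) had a response that differed significantly from that of both other types when the difference was tested as an interaction, 2030 (57.7%) from that of one or more, and 2169 (61.6%) had the same sign in all 3 comparisons. Across genes, which are not independent replicates, the log2 fold changes of the 3 types correlated by 0.623 to 0.65. The genes with the largest change among those whose groups did not overlap were mostly at or under 3 counts in every library of the lower group, so folds are lower bounds. Among the largest rises were those of at least 1370-fold for *Saa3* and 901-fold for *Kap* in heart fibroblasts, at least 460-fold for *Nos2*, 389-fold for *Gm6472* and 186-fold for *Gm8430* in kidney fibroblasts, and at least 394-fold for *Gm6472* and 204-fold for *Kap* in tail fibroblasts, where *Saa3* had a log2 fold change of 12.50. The largest falls were at least 158-fold for *Rpl10-ps1*, 38.6-fold for *Olfr78* and 26.2-fold for *Crct1* in heart, at least 124-fold for *Rpl10-ps1*, 61.8-fold for *Lce1g* and 48.4-fold for *Gm27000* in kidney, and at least 16.6-fold for *Cyp1a1*, 6.88-fold for *Lce1g* and 6.10-fold for *Vsig4* in tail fibroblasts. Their adjusted p-values from the same test lay between 2.55e-07 and 0.0244. *Gm6472*, *Gm8430* and *Rpl10-ps1* are annotated as processed pseudogenes. All 571 windows of 75 bases in *Rpl10-ps1* also occur in *Rpl10*, and 72.6% of those in *Gm6472* occur in *Rps7* and 82.1% of those in *Gm8430* in *Rps27a*.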

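Of the *Hox* genes, 34 were tested. A change past both thresholds from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was found for 16 in HFs relative to HFc (14 higher and 2 lower), 3 in KFs relative to KFc (all lower) and 9 in TFs relative to TFc (5 higher and 4 lower). By adjusted p alone, 16, 5 and 11 passed. Among *Hox* genes shown in Figure 7i, *Hoxd8* was higher in HFs and *Hoxa5*, *Hoxd3* and *Hoxd8* in TFs, while *Hoxc13* was lower in all 3 transplanted types and *Hoxb13* in TFs. *Hoxc12*, named after its values were seen, was lower in KFs, with a mean of 0.446 CPM in KFc and 0.0135 CPM in KFs, and in TFs, with 21.2 CPM in TFc and 6.33 CPM in TFs (log2 fold change -1.74, adjusted p = 0.000471). Apart from *Hoxd8* (5.71 CPM), the 14 genes higher in HFs had means of 0.236 to 1.88 CPM in HFs, so that they were at low levels. These genes, *Hoxd8* aside, had means of 2.84 to 75.8 CPM in KFc. Whether RNA from host kidney cells raised them in HFs was not tested.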

*Hoxa1* (the highest expressed in HFc) and *Hoxc13* were downregulated in all conditions (Figure 7i). 

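*Hoxc13* (ENSMUSG00000001655), on chromosome 15 from 102921103 to 102928814, had a log2 fold change of -4.33 in heart (SE 0.42, adjusted p = 6.31e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.44 in kidney (SE 0.29, adjusted p = 2.18e-07) and -2.22 in tail fibroblasts (SE 0.25, adjusted p = 7.82e-06), where it fell from 40.4 ± 3.08 to 8.64 ± 0.476 CPM. In HFs the counts of *Hoxc13* were 0, 7 and 1.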

The tail-enriched *Hoxb13* was downregulated in TFs, while *Hoxa5* was increased. 

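*Hoxb13* (ENSMUSG00000049604), on chromosome 11 from 96194316 to 96197447, had 66 ± 1.79 CPM in TFc and 32 ± 2.73 CPM in TFs, a log2 fold change of -1.04 (SE 0.22, adjusted p = 0.00218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had at most 2 counts in each heart and kidney library. *Hoxa5* (ENSMUSG00000038253), on chromosome 6 from 52201754 to 52204587, had 0.997 ± 0.544 CPM in TFc and 2.21 ± 0.41 CPM in TFs, a log2 fold change of 1.17 (SE 0.38, adjusted p = 0.0255 from the same test). With the replicate number as a block, the adjusted p-values were 0.00959 and 0.0292.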

*Hoxd3* and *Hoxd8* were upregulated in both HFs and KFs; and *Hoxd10* was downregulated in KFs. 

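*Hoxd3* (ENSMUSG00000079277), on chromosome 2 from 74711927 to 74748442, had a log2 fold change of 1.67 in HFs relative to HFc (SE 0.97, adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.91 in KFs relative to KFc (SE 0.9, adjusted p = 0.0935), neither past the threshold. The kidney value rested on KFs replicate 3, with 266 counts against 23 and 16 in KFs replicates 1 and 2 and 28 to 32 in KFc, and it was -0.61 (adjusted p = 0.505) without that library. In TFs, the mean of *Hoxd3* was at least 3.76-fold higher than in TFc (adjusted p = 0.0439 from the same test). Its counts in TFs were 2 to 14, the lowest of them under the floor. With the replicate number as a block the adjusted p was 0.0866. *Hoxd8* (ENSMUSG00000027102), on chromosome 2 from 74704615 to 74707933, had a log2 fold change of 1.76 in heart (SE 0.48, adjusted p = 0.00571 from the same test), 1.09 in kidney (SE 0.47, adjusted p = 0.068) and 2.84 in tail fibroblasts (SE 0.64, adjusted p = 0.00276). *Hoxd10* (ENSMUSG00000050368), on chromosome 2 from 74691924 to 74695105, had 1.34 ± 0.289 CPM in KFc and 0.517 ± 0.0301 CPM in KFs, a log2 fold change of -1.37 that did not pass the threshold (SE 0.6, adjusted p = 0.0754).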

Interestingly, *Hoxd8* is important for the maintenance of epithelial phenotype in adult kidney and is expressed in the ureteric bud during development (Di-Poï et al., 2007), while *Hoxd10* is diffusely expressed in kidney mesenchyme in embryos; both *Hoxd10* and *Hoxd3* regulate *Itga3* expression and have been involved in different types of cancer (Hua et al., 2020). The differential regulation of *Hoxd10* and *Hoxd3* may suggest the acquisition of a cortex-like phenotype by transplanted KFs.

KEGG analysis of the genes modulated in response to the transplant showed upregulation of pathways related to fibrosis and damage response (TNF signaling, ECM–receptor interaction, protein digestion, and absorption) and downregulation of oxidative phosphorylation, steroid biosynthesis, and p53 signaling among the common regulated genes (Figure 7l, Figure 7—figure supplement 1a). 

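The KEGG sets were not used here. Tests were made on 9 Reactome sets, the proteasome subunits and the histone genes with limma's camera test, adjusted over the 33 tests, of which 20 passed the threshold. Cholesterol biosynthesis (22 genes tested) had a median log2 fold change of -2.30 in heart, -0.73 in kidney and -1.14 in tail fibroblasts (adjusted p = 9.5e-15, 0.000714 and 1.34e-07), and respiratory electron transport (75 genes) of -0.60, -0.37 and -0.31 (adjusted p = 0.000192, 0.00104 and 0.00111). Collagen formation (62 genes) had a median of 0.94, 0.86 and 0.64, with an adjusted p of 0.0029 in heart and 0.000127 in tail but 0.0579 in kidney fibroblasts. Extracellular matrix organization (206 genes) had a median of 0.70, 0.43 and 0.34, and passed in heart (adjusted p = 0.00421) and tail (adjusted p = 0.00217) but not in kidney fibroblasts (adjusted p = 0.991). Its kidney median was 0.15 without KFs replicate 3 and 0.19 with the replicate number as a block. The Reactome set TNF signaling, with 9 genes tested, had a median of 0 in heart, -0.04 in kidney and 0.15 in tail fibroblasts (adjusted p = 0.991, 0.545 and 0.0579). With the replicate number as a block, the adjusted p-values of these sets stayed on the same side of the threshold. Regroupings in which 2 libraries of one group still stood against 1, and which therefore keep part of the real difference, gave 5 to 9 of the 11 sets past the threshold in the heart comparison, 4 to 6 in the kidney comparison and 3 to 9 in the tail comparison, against 8, 7 and 5 for the real groups. Of the genes that the paper lists under its common pathways, which are its own calls on these data, 19 of 23 under TNF signaling, 10 of 21 under ECM–receptor interaction and 16 of 25 under protein digestion and absorption were past both thresholds and higher in all 3 comparisons. Lower in all 3 were 4 of 7 under steroid biosynthesis and 9 of 12 under p53 signaling, and those under oxidative phosphorylation passed for 8 genes in heart, 8 in kidney and 1 in tail fibroblasts of 19.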

Genes uniquely upregulated in KFs/KFc were related to homologous recombination and cell cycle, with pathways including several histone genes (Alcoholism, Systemic lupus erythematosus, Figure 7—figure supplement 1a); those selectively upregulated in HFs/HFc were associated with cell migration (axon guidance), vasopressin regulated water absorption and lipid metabolism; and to proinflammatory pathways for TFs/TFc (TNF signaling, cytokine–receptor interactions, pathways in cancers) (Figure 7l). Similarly, IPA analysis revealed that the most significantly affected canonical pathways were related to fibrosis (hepatic fibrosis signaling, GP6 signaling); cell migration (Axonal Guidance Signaling); acute phase response, inflammation, and cholesterol biosynthesis (Figure 7—figure supplement 1b). 

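The histone genes (56 tested) had a median log2 fold change of 1.70 in KFs relative to KFc, where 38 were past both thresholds and higher, but -0.61 in heart and 0.37 in tail fibroblasts (limma's camera test, adjusted p = 3.92e-05, 0.0638 and 0.587, and 0.0309 in heart fibroblasts with the replicate number as a block). Homologous recombination repair (16 genes) had a median of 0.78 in kidney fibroblasts (adjusted p = 0.00341), -0.35 in heart and 0.15 in tail fibroblasts (adjusted p = 0.545 in both). Mitotic cell cycle (394 genes) had a median of 0.26 in kidney (adjusted p = 0.0018), -0.48 in heart (adjusted p = 1.25e-06) and 0.04 in tail fibroblasts (adjusted p = 0.939). The difference from tail fibroblasts, tested as an interaction with the same test, was 1.26 for the histone genes in kidney fibroblasts (adjusted p = 1.71e-08), 0.54 for homologous recombination repair (adjusted p = 0.001) and 0.29 for mitotic cell cycle (adjusted p = 2.2e-06). Without KFs replicate 3 these were 1.53, 0.67 and 0.30 (adjusted p = 1.16e-08, 0.00152 and 1.03e-06). Axon guidance (263 genes) was not higher in heart fibroblasts, with a median of -0.16 (adjusted p = 0.0325). Chemokine receptors and their ligands (34 genes) had medians of 2.35 in heart, 1.01 in kidney and 1.65 in tail fibroblasts (adjusted p = 7.9e-05, 0.013 and 9.26e-07). Of the genes that the paper lists as upregulated in one type, 12 of 12 under homologous recombination and 24 of the 26 matched of 29 under systemic lupus erythematosus were past both thresholds in kidney, 13 of the 13 matched of 14 under axon guidance in heart, and 8 of 8 under TNF signaling in tail fibroblasts. The response differed from that of both other types, when tested as an interaction, for 4, 6, 5 and 5 of these genes.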

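HIF1a signaling was examined here through 18 hypoxia-responsive genes chosen before the data were examined, among them *Vegfa*, *Slc2a1*, *Pgk1*, *Ldha*, *Pdk1*, *Bnip3* and *Ndrg1*. Relative to culture, their median log2 fold change was 1.08 in HFs, 1.44 in KFs and 1.47 in TFs (limma's camera test, adjusted p = 0.000269, 1.5e-09 and 1.59e-10 over 33 tests of marker lists). Past both thresholds and higher were 10, 15 and 10 of the 18 genes, and 7 were so in all 3 comparisons. The mean log2(CPM + 1) of the list was 5.85 to 6.66 in HFs against 5.10 to 5.17 in HFc, 6.13 to 7.05 in KFs against 4.89 to 4.96 in KFc, and 6.36 to 7.11 in TFs against 4.99 to 5.02 in TFc. The difference between the 3 types was not tested for this list.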

Interestingly, Cardiac Hypertrophy Signaling (including profibrotic signals AngII, TGFβ, and IGF1) and HIF1a signaling were predicted to be downregulated in KFs and upregulated in HFs and TFs, possibly inferring a better resilience of KFs to the kidney capsule environment.

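Of the 10 genes with the largest rise in HFs and in TFs, 7 were shared. *Saa3* (ENSMUSG00000040026), on chromosome 7 from 46711998 to 46715700, had 164 ± 122 CPM in HFs, 82.2 ± 81.7 CPM in KFs and 669 ± 235 CPM in TFs, and KFs replicate 3 had 44 counts against 4086 and 2489 in the other KFs libraries. It was not counted in HFc and had at most 8 counts in a KFc or TFc library. In HFs, KFs and TFs, respectively, *Kap* (ENSMUSG00000032758), on chromosome 6 from 133849851 to 133853762, was at least 901-, 70.3- and 204-fold higher than in culture (adjusted p = 0.00217, 0.0254 and 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc27a2* (ENSMUSG00000027359), on chromosome 2 from 126552407 to 126588243, was at least 458-, 72.3- and 175-fold higher (adjusted p = 0.000712, 0.00583 and 0.00312), and *Pck1* (ENSMUSG00000027513), on chromosome 2 from 173153048 to 173159273, at least 322-, 78.5- and 119-fold higher (adjusted p = 6.49e-06, 4.68e-05 and 4.64e-05 from the same test). *Cyp2j5* (ENSMUSG00000052520), on chromosome 4 from 96628773 to 96664154, was at least 224-fold higher in HFs and 103-fold higher in TFs (adjusted p = 0.000363 and 0.00164), and *Fut9* (ENSMUSG00000055373), on chromosome 4 from 25609332 to 25800244, at least 154-fold and 84.4-fold higher (adjusted p = 5.79e-05 and 0.000266). In KFs, *Cyp2j5* had a log2 fold change of 3.97 (SE 1.2, adjusted p = 0.0171) and *Fut9* of 3.06 (SE 0.81, adjusted p = 0.00855). *Saa3* had a log2 fold change of 9.54 in KFs (SE 1.64, adjusted p = 0.000319), so that all 6 genes rose in KFs as well as in HFs and TFs. Replicates differed widely, and *Kap* had 347, 6721 and 148 counts in HFs replicates 1 to 3. Lists of marker genes of kidney cell types, chosen before the data were examined, were tested in the same way. The 15 proximal tubule markers, such as *Slc22a6*, *Slc5a12*, *Lrp2* and *Cubn*, had a median log2 fold change of 8.58 in HFs, 5.18 in KFs and 6.45 in TFs (limma's camera test, adjusted p = 0.000269, 0.0033 and 7.94e-07). The markers of the loop of Henle and distal tubule, such as *Slc12a1* and *Slc12a3*, had medians of 6.33, 4.75 and 6.57 (adjusted p = 0.0126, 0.0457 and 0.00149). Of the 35 nephron markers tested, 17 were past both thresholds and higher in all 3 comparisons, against 5.3% of all genes. Of the 8 immune markers tested, none was higher in all 3 comparisons, and none at an unadjusted p of 0.05. In the 9 transplanted libraries, the levels of proximal tubule and of loop and distal tubule markers correlated by 0.71 (Pearson's r, exact permutation p = 0.0284, adjusted p = 0.0569) and 0.53 (Spearman's rho, exact permutation p = 0.148). Without HFs replicate 2 and TFs replicate 1, the libraries farthest from the median, r was 0.30 and rho 0.04, so that the relation rests on those libraries.

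**Figure D2:**
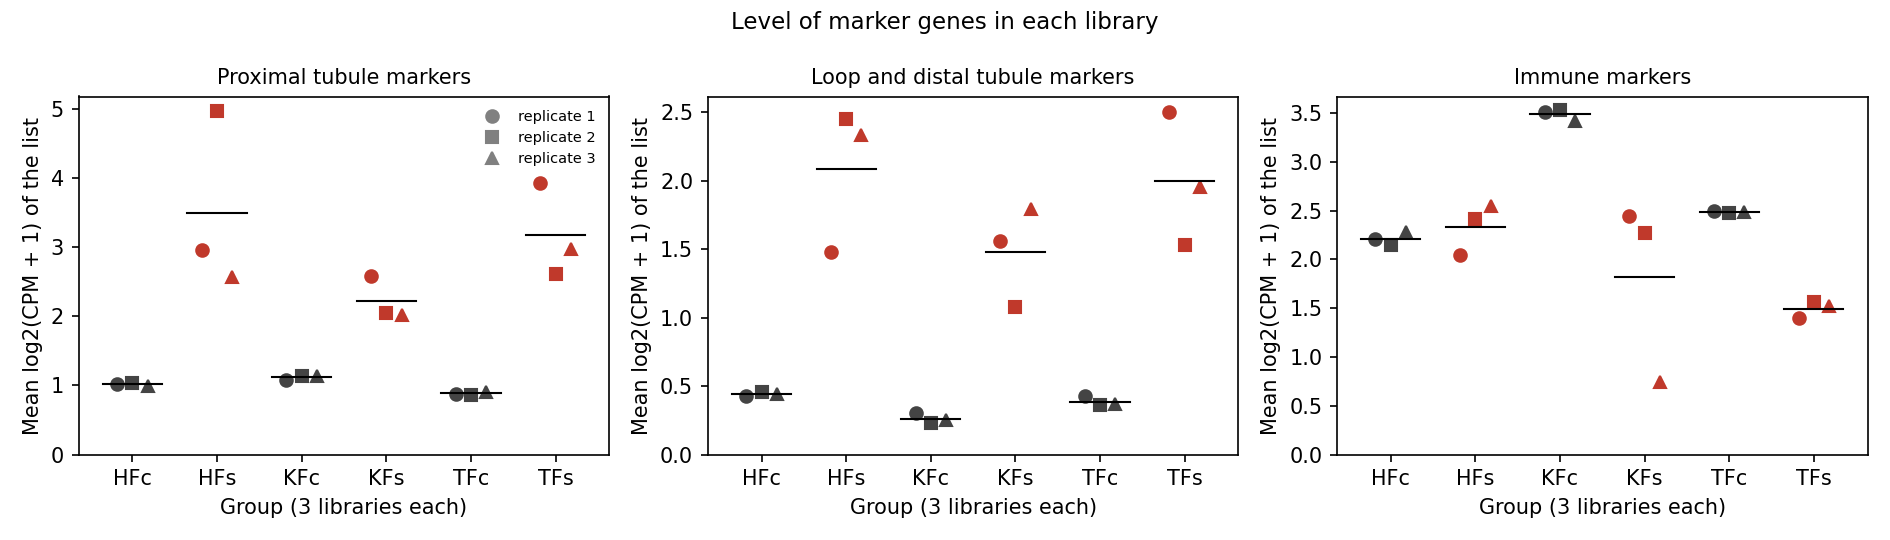
Mean log2(CPM + 1) of proximal tubule markers (left), loop and distal tubule markers (middle) and immune markers (right) in each of the 18 libraries, by group, with a horizontal line at the mean of each group's 3 libraries. In the proximal tubule markers, the 9 transplanted libraries lie between 2.02 and 4.97 and the 9 cultured libraries between 0.86 and 1.14, while KFs replicate 3 is lowest in the immune markers, at 0.74.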

Among the top 10 upregulated genes in transplanted fibroblasts, 6 were shared by the ectopically transplanted HFs and TFs, including the serum amyloid A *Saa3,* secreted during the acute phase of inflammation (Forte et al., 2020); two metabolic enzymes, *Slc27a2,* primarily expressed in kidney and liver involved in lipid biosynthesis and fatty acid degradation, and *Pck1* key regulator of gluconeogenesis; the cytochrome gene *Cy2j5* involved in vasorelaxation (Agba et al., 2020); the kidney abundant protein *Kap,* androgen-regulated, proximal tubule-specific not expressed at detectable levels in tissue other than the kidney (Toole et al., 1979)*, Fut9* a fucosyltransferase with the highest expression in adult pancreas, placenta, kidney (Figure 7k). In summary, while transplanted fibroblasts maintained their core identity, they responded to the kidney microenvironment by expressing a subset of kidney-specific genes, modulating positional code genes and activating common and cell-specific pathways in the attempt to adapt to the new, more hypoxic condition.

## Discussion

The ability to target-specific organ fibroblasts has long been impaired by the misconception that fibroblasts were functionally and phenotypically homogeneous cells, deputized to synthesizing and organizing the ECM, an idea possibly fostered by a common embryonic origin in the primary mesenchyme (LeBleu and Neilson, 2020). However, recent advances in lineage tracing and single-cell transcriptomic have revealed an extensive intra- and interorgan heterogeneity (Henderson et al., 2020; LeBleu and Neilson, 2020). Multiorgan studies show that B cells (Rocha-Resende et al., 2020), endothelial cells (Paik et al., 2020), fibroblasts (Muhl et al., 2020; Han et al., 2018), and transcriptomes tend to cluster separately based on the organ of origin, suggesting a strong influence of the anatomical location or the local microenvironment on the cell state. A recent study has shown that, despite the likely tissue-specific imprinting, fibroblast subclusters across multiple organs present a common hierarchy with two universal subtypes, with distinct localization within the tissue (Col15a1+ – parenchymal; Pi16+ – adventitial), which in turn generate other more specialized or activated fibroblasts states (Buechler et al., 2021). While our study did not prove or disprove this hypothesis, we were not able to unbiasedly classify our cell subtypes based on this principle. However, our data are in agreement with abovementioned studies that identified subclusters based on organ of origin.

We previously reported that fibroblasts isolated from the adult mouse heart retain a cardiogenic transcriptional program (Furtado et al., 2014a). Here, we compared primary cultures of fibroblasts isolated from organs of different anatomical positions to expand our previous analysis and assess whether development-related genes contribute to the fibroblast interorgan functional heterogeneity. The results of this analysis highlight the presence of an organ-enriched positional code, and the expression of core genes that represent the developmental signature of fibroblast organ origin previously thought to be restricted to the parenchymal component. These molecular profiles are established during embryogenesis, consistent with the fact that organ fibroblasts are not generated from a common progenitor pool but arise independently in different body segments and organs during embryonic development and persist to adulthood.

As in our previous study (Furtado et al., 2014a), we chose to analyze cultured fibroblasts to reduce the risk of contamination from parenchymal cell mRNA. Fibroblast expression patterns in culture were recapitulated in freshly isolated single cells, mostly enriched in activated or myofibroblast-like fibroblast subclusters. These gene signatures can predict the tissue of origin of a mixed population of primary cultured cells analyzed at the single-cell level. Using the heart as a model, we show that signature genes contribute to organ fibroblast function, as evidenced by the deregulation of several profibrotic and proinflammatory genes with knockdown of core transcription factors *Gata4* (expressed in all fibroblast types) and *Tbx20* (cardiac specific) in cultured adult cardiac fibroblasts. These results place *Gata4* upstream of *Tbx20,* both of which upregulate distinct profibrotic signals, modulate genes involved in extracellular modulation and cell adhesion, and have opposite effects on cytokine–cytokine receptor expression, confirming that the core cardiogenic program in cardiac fibroblasts is involved in regulating their function.

Dermal fibroblasts from different sites of the body have shown different efficiency of reprogramming into induced pluripotent stem cells (Sacco et al., 2019), but not much is known about other fibroblast tissue-specific functions. The coculture studies presented here further reinforce the importance of fibroblast core transcriptomes for specialized organ function: while interspersion of cardiac fibroblasts within CM cultures facilitated the propagation of the electric pulse forming a syncytium, cocultured kidney fibroblasts clustered separately and inhibited CM contraction, both in 2D and 3D assays. These findings carry repercussions to in silico organ bioengineering, where combining the correct match of diverse organ cell types may be essential for proper organ formation. Indeed, human-induced pluripotent stem cell-derived cardiac stromal cells enhance maturation of cardiac microtissues (Giacomelli et al., 2020). In addition, the source and type of organ scaffolding, mainly deployed by fibroblasts, is essential for the recreation of organs in a dish (Taylor et al., 2017).

Previous studies have shown that skin fibroblasts and mesenchymal cells from different organs keep a positional identity (Rinn et al., 2006; Rinn et al., 2008; Ackema and Charité, 2008). For mesenchymal cells, the *Hox* code was maintained also in culture, although whether this depended on cell-to-cell contact remained to be determined (Ackema and Charité, 2008). Here, we show that adult fibroblasts, isolated from a variety of organs, preserve the expression of *Hox* genes in culture, but that tissue-specific *Hox* genes were downregulated after ectopic transplantation under the kidney capsule, suggesting that cellular environment can induce reprogramming of positional codes. Interestingly, control kidney fibroblasts also presented changes in the *Hox* code after transplantation, possibly reflecting the adaptation to the space between the capsule and the cortex, with the decrease of the mesenchyme gene *Hoxd10* and increase of *Hoxd3* important for the maintenance of an epithelial phenotype in adult kidney. All three transplanted fibroblast types (heart, tail, and kidney) presented an activated phenotype, involving initiation of the acute phase response, profibrotic signals, and metabolic changes. While transplanted heart and tail fibroblasts showed a clearer activation of proinflammatory pathways, genes associated with cell migration, and HIF1a signaling; transplanted kidney fibroblasts appeared more resilient in their native milieu, with the activation of pathways related to proliferation and upregulation of genes indicative of a more epithelial cortex-like phenotype. Both heart and kidney fibroblasts retained a ‘memory’ of their organ of origin, defined by the resilient expression of the core of development-related genes when compared to tail fibroblast control. It remains to be determined if this memory can be erased by a longer residence in the ectopic microenvironment. In light of recent studies on endothelial cells (Yucel et al., 2020; Jambusaria et al., 2020), we propose that the expression of organ-specific genes, previously thought to be restricted to parenchymal cells, may form the basis for organ cohesiveness and performance.

In summary, adult fibroblasts maintain a lasting blueprint of the organ in which they reside, reflective of their developmental origin, which likely plays a role in the orchestration of the tissue-specific homeostasis and reparative response. Exploiting the organ-specific properties of fibroblasts may be a valuable strategy for the targeted control of organ fibrosis, an integral feature of organ failure and disease progression affecting a multitude of pathologies.

## Materials and methods

### Mice

All experiments were performed with young adult (8–12 weeks old) C57BL/6J, Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^/J (*ROSA^Cas9-EGFP^*), *ROSA^mt/mg^* (JAX Stock# 007576)(Muzumdar et al., 2007), *Col1a1-GFP* (Yata, 2003) male mice and *Col1a1-GFP* E16.5 embryos. All animal experimentation conformed with local (Jackson Laboratory) and national (NHMRC and NIH) guidelines.

### Fibroblast isolation and sorting

Liver, heart, lung, kidney, tail, gonad, and ventral skin of adult mice and E16.5 embryos were dissected and finely minced. Fibroblasts were isolated using enzymatic digestion with 0.05% Trypsin/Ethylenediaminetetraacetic acid (EDTA)(Gibco) under agitation at 37°C for 30–40 min. Cells were spun and plated in 10 cm² dishes and cultured to semiconfluence in Dulbecco's Modified Eagle Medium (DMEM) (Thermo Fisher) high glucose supplemented with 10% Fetal Bovine Serum (FBS) (Thermo Fisher), 1% sodium pyruvate (Thermo Fisher), 1% penicillin–streptomycin (10,000 U/ml) (Thermo Fisher), 1% GlutaMAX Supplement (Thermo Fisher) in a 5% CO_2_ incubator at 37°C. Passage 0 cells were then trypsinized using TrypLE (Thermo Fisher) and further processed for flow cytometry, labeled using CD90-AF647 (BioLegend), CD45-PeCy7, and CD31-Pe (eBioscience) in 2% FBS in Hank's balanced salt solution (HBSS) (Thermo Fisher) and sorted using Influx or Aria II Sorter (BD). The CD90+; CD45−; CD31− fraction was collected for mRNA isolation (Figure 1—figure supplement 1). Adult fibroblasts from *ROSA^Cas9-EGFP^* and *Col1a1-GFP* were sorted using CD90-APC (BioLegend), CD45-APCCy7(BioLegend), and CD31-PECy7 (BD) after 3 or 5 days, respectively.

### Microarray assay

Sorted organ fibroblasts were resuspended in Cell Lysis buffer, further processed for total RNA isolation using the RNAqueous Micro kit (Thermo Fisher) and DNAse digested on column. Fibroblasts from individual mice were used for each replicate. Triplicates or more were used for each organ. Samples were further processed by the Monash Health Translational Precinct Medical Genomics Facility and ran on Agilent SurePrint G3 mouse gene expression arrays (single color).

### Bulk RNA sequencing

Total RNA was isolated from heart tissue using miRNeasy Mini kit (Qiagen); from cultured fibroblasts (CRISPR experiment) and sorted fibroblasts (kidney capsule experiment), using RNeasy Micro kit (Qiagen) according to the manufacturer instruction and including the optional DNase digest step. Sample concentration and quality were assessed using the Nanodrop 2000 spectrophotometer (Thermo Scientific) and the Total RNA Nano or Pico assays (Agilent Technologies).

For human heart samples, libraries were constructed using the KAPA RNA Hyper Prep Kit with RiboErase (HMR) (KAPA Biosystems), according to the manufacturer’s instructions. For cultured fibroblasts (CRISPR experiment), libraries were constructed using the KAPA mRNA HyperPrep Kit (KAPA Biosystems), selecting polyA containing mRNA using oligo-dT magnetic beads, according to the manufacturer’s instructions. For cells isolated from the kidney capsule, given the low RNA input, libraries were constructed using the SMARTer Stranded Total RNA-Seq Kit v2-Pico (Takara), according to the manufacturer’s protocol.

All the libraries were checked for quality and concentration using the D5000 ScreenTape assay (Agilent Technologies) and quantitative PCR (KAPA Biosystems), according to the manufacturers’ instructions; pooled and sequenced 75 bp paired-ended (human samples) or single-end (cultured and sorted fibroblasts) on the NextSeq 500 (Illumina).

### Single-cell RNA sequencing

Fibroblasts isolated from the different tissues were FAC sorted and loaded onto a single channel of the 10X Genomics Chromium single-cell platform. Briefly, cells were loaded for capture using the v2 single-cell reagent kit. Following capture and lysis, cDNA was synthesized and amplified (14 cycles) as per manufacturer’s protocol (10X Genomics). The amplified cDNA was used to construct an Illumina sequencing library and sequenced on a single lane of a HiSeq 4000.

### Bioinformatics analyses

For microarray experiments, data extraction and preprocessing were performed as described previously (Furtado et al., 2014b). In brief, raw single-channel signals were extracted (Agilent Feature Extraction Software v.11.0.1.1), and quality control was performed using the default ‘Compromised’ option in (GeneSpring GX v.12.6), with threshold raw signal of 1.0. The approximate mean of 24 samples × ~55,000 probes (10,000) was used as a natural threshold between high- and low-intensity probes. If several probes represented a single gene, the mean of these probes was used. Probes that could not be mapped to any gene were discarded. Log2 transformation and quantile normalization were done using the R package *limma* v3.48.3. Differential analysis was performed using *limma* v3.48.3, which fits a linear model to the gene expression data, revealing the differential expression patterns (Benjamini–Hochberg adjusted p value <0.05 and fold change >2). These genes were extracted from the transcriptome to generate a heatmap together with hierarchical clustering dendrograms using MultiExperiment Viewer (MeV) (Saeed et al., 2003). Differentially expressed genes showing more than tenfold change in any given organ were retrieved and an interaction file listing in which organs these genes were enriched was constructed. The interaction file was used as input for Cytoscape (Shannon et al., 2003) in order to reconstruct the network of genes shared by two or more organs, or specifically enriched in only one organ. The network layout was constructed using a Spring Embedded layout and MeV. GO over-representations for the organ-specific subset of genes was performed using the Cytoscape Bingo plug-in. Ingenuity Pathway Analysis was performed using the IPA software (Qiagen).

For single-cell RNA sequencing analyses of freshly isolated fibroblasts, stromal cell data from the Mouse Cell Atlas (Han et al., 2018) were kindly provided by Dr. Guoji Guo and Dr. Huiyu Sun. The data were reanalyzed using Seurat v3 (Stuart et al., 2019). Cells with less than 200 and more than 2500 transcripts were filtered out. Out of the original aggregate, containing 21 samples and 4830 cells, 5 populations of interest were selected for further analysis: ‘Lung’, ‘Testis’, ‘Kidney’, ‘Liver’, and ‘NeonatalHeart’, corresponding to 682 cells. Data were natural-log normalized and scaled using the top-2000 most variable features in the raw data. Principal component analysis (PCA) dimensionality reduction was calculated on 50 principal components; the Uniform Manifold Approximation and Projection (UMAP) dimensional reduction was calculated on 24 dimensions; cluster determination was performed using shared nearest neighbor at a 0.5 resolution. Cluster marker genes were identified with the *FindAllMarkers* function, using the default Wilcoxon Rank Sum test, at a threshold of 0.25 and a minimum difference in the fraction of detection (*min.diff.pct*) of 0.3. Pairwise comparisons were done using the *FindMarkers* function, with MAST assay and only testing genes that are detected in 25% of cells in either of the two populations (*min.pct* = 0.25).

For bulk RNAseq analysis on cultured fibroblasts post-CRISPR-Cas9 knockdown or kidney capsule implant: Single-end, Illumina-sequenced stranded RNA-Seq reads were filtered and trimmed for quality scores >30 using a custom python script. The filtered reads were aligned to *Mus musculus* GRCm38 using RSEM (v1.2.12) which performed alignment using Bowtie2 (v2.2.0) (command: rsem-calculate-expression -p 12 --phred33-quals --seed-length 25 --forward-prob 0 --time --output-genome-bam -- bowtie2). RSEM calculated expected counts and transcript per million. The expected counts values from RSEM were used in the edgeR 3.20.9 package to determine differentially expressed genes (based on fold change >1 and FDR < 0.05) (Robinson et al., 2010).

For single-cell RNA sequencing data from cultured fibroblasts, Illumina basecall files (*.bcl) were converted to FASTQ files using Cell Ranger v1.3, using the command-line tool *bcl2fastq* v2.17.1.14. FASTQ files were then aligned to mm10 genome and transcriptome using the Cell Ranger v1.3 pipeline, which generates a gene versus cell expression matrix. The data were analyzed using Seurat v3 (Stuart et al., 2019) using the same pipeline and parameters as described above, unless stated below. Given the high average number of features, cells with less than 200 and more than 8500 transcripts were filtered out, obtaining 1121 cells. Data were normalized and scaled as described above. PCA dimensionality reduction was calculated on 50 principal components; UMAP dimensional reduction was calculated on 28 dimensions (value chosen based on the *ElbowPlot* of the standard deviations of the principal components).

qPCR cDNA synthesis of RNAs used for the microarray was performed using the Superscript VILO kit (Invitrogen) following the manufacturer’s instructions. PCR reactions were performed using GoTaq Green master mix (Promega). qPCR reactions were performed using SYBR green master mix (Roche) and analyzed using the LightCycler 480 (Roche). At least two individual experiments in triplicate were performed. We tested several primers for endogenous control (*Tbp*, *Gapdh*, *L13*, *Ppi*, *Actab*, and *Hprt*) and chose *Hprt* for further experiments due to its consistent reproducibility within and among samples (Figure 1—figure supplement 1). Primers are described in Supplementary file 1. All PCR reactions were performed in triplicates and repeated at least twice per sample. Standard error of the mean is represented in all graphs. Prism v7.0 was used for the generation of graphs and statistics.

### Neonatal mouse cardiomyocyte isolation

The protocol from neonatal cardiomyocyte isolation was adapted from Argentin et al., 1994. Hearts were collected from litters of 1–3 days old pups, cut open and transferred to trypsin (1 mg/ml in HBSS with phenol red pH 6.4) for overnight digestion at 4°C. The next day, hearts were subjected to 3 × 5 min digestions with Collagenase II (1 mg/10 ml; Worthington) in HBSS with phenol red. The cell suspension was collected in DMEM containing 10% fetal calf serum (FCS) and passed through a 100 µm cell strainer. After 5 min centrifugation at 1000 rpm, cells were plated in 10 cm dishes. Two rounds of 1-hr preplating were done to remove cells highly adherent to plastic such as fibroblasts, before seeding the cell suspension on plates coated with 1:200 fibronectin (Thermo Fisher) in 0.1% gelatin (Thermo Fisher).

### 2D cocultures

Adult fibroblasts isolated from the heart or kidney of Col1a1-GFP mice were cultured to semiconfluence for 3–5 days, after which they were resuspended and cocultured with mouse neonatal cardiomyocytes at a 4:1 ratio. After 24 hr, media was changed to DMEM containing 2% FCS, videos were recorded, and cells were imaged with an Eclipse Ts2 inverted fluorescence microscope (Zeiss) and fixed with 4% PFA for 10 min at 4^o^C for further staining.

### Cardiac microtissues

Cardiac microtissues were generated as previously described (Boudou et al., 2012; Hinson et al., 2015), using polydimethylsiloxane (PDMS) 3D microarrays with 24 microwells containing cantilevers. A suspension of 1.3 million cells, 85% hiPSCs derived cardiomyocytes (iCM) and 15% cardiac or kidney fibroblasts, was loaded on each device and cells were seeded in each well by centrifugation. Two millitissue devices with 48 organoids were used per fibroblasts type. The organoids were imaged and fixed 3 days postproduction with 4% PFA for 15 min at RT. Only tissues uniformly anchored to the tips of the cantilevers were included in further analysis.

### Immunostaining

A solution containing 2% bovine serum albumin (BSA), 2% FCS, 0.1% Triton in phosphate buffered saline (PBS) was used for permeabilization, blocking, and dilution. Primary antibodies used in this study are: KRT14 (MA5-11599, Thermo Fisher, mouse monoclonal, 1:100), TBX20 (MAB8124, Novus Biologicals, mouse monoclonal, 1:200), FOXA2 (ab108422, Abcam, rabbit monoclonal, 1:300), HHEX (MAB83771, R&D System, rabbit monoclonal, 1:100), FOXD1 (TA322737, OriGene, rabbit polyclonal, 1:50), PAX8 (NBP2-29903, Novus Biological, mouse monoclonal, 1:100), RSPO1 (AF3474, R&D Novus, goat polyclonal, 1:50), and TNT (RC-C2, DSHB 1:200). Cells were stained overnight at 4^o^C, washed in PBS and incubated 1 hr with 1:500 secondary antibodies (Alexa Donkey anti Goat Alexa Fluor 568 A11057, Goat anti Mouse Alexa Fluor 568 A11031, Goat anti Rabbit Alexa Fluor 555 A27017; Thermo Fisher). Nuclei were counterstained with 0.1 µg/ml DAPI (D1306, Thermo Fisher).

For the immunostaining of cardiac microtissues, blocking and permeabilization were achieved with 0.1% Triton, 1% BSA in PBS (PBS-T-BSA) for 8 hr. The same solution was used to dilute primary antibodies: TNT (RC-C2, DSHB 1:200) or MF20 (DSHB, mouse monoclonal, 1:100). Staining was performed overnight under gentle agitation at 4^o^C. After 3 × 5 min washes in PBS-T-BSA, microtissues were stained with secondary antibody and DAPI for 1 hr at room temperature. After staining, the PDMS devices were pulled out of the 35 mm dish used as support and flipped on glass coverslip for confocal imaging.

### Imaging

Immunofluorescence images were acquired using either the either the upright fluorescent microscope Axio Imager.Z2 (Zeiss) or the SP8 confocal microscope equipped with a White Light Laser (Leica). For the cardiac microtissues, 3–4 tiles and 20–34 Z-stacks were imaged per sample. Tiles were combined using the LeicaX confocal software. Z-stack projections and analysis were performed using Fiji version 1.0 and Imaris 8.4.1.

### Cell transfection and crispr knock-down

Cardiac fibroblasts from *ROSA^Cas9-EGFP^* mice were transfected with guide RNAs using Lipofectamine MessengerMAX (Thermo Fisher) according to the manufacturer’s instructions. Briefly, 3 days postisolation, CD45−CD31−CD90 + cells were FACS sorted and replated at about 10,000 cells/cm^2^. After 6 days, when reaching 80–90% confluency, cells were incubated for 5 min with the RNA (1:50)–lipid (1:33) complex in Opti-MEM for 10 min at room temperature. Media was changed after 48 hr and cells were collected for RNA isolation at 72 hr. Two guide RNAs, designed and synthesized in-house (JAX Genetic Engineering Technologies facility), were used for each of the target genes (Figure 5—source data 1). CleanCap mCherry mRNA (TriLink Biotechnologies), and guide RNAs for GFP and scrambled guides were used as controls. Guide RNA for the GFP gene were same as in Li et al., 2014.

### Cell transplantation in the kidney capsule

Adult fibroblasts from heart, tail, and kidney were isolated from 10-week-old *ROSA ^mT/mG^* male mice as described above. After 10 days cells were collected, counted and 4–5 × 10^5^ cells were transferred to individual 1.5 ml Eppendorf tubes (one per each kidney transplant), resuspended in 15–20 µl of saline solution and kept on ice until surgery. Remaining cells were replated (5 × 10^4^/well; 6-well plate) for cultured cell controls. Syngeneic 10–11 weeks old C57BL6/J mice were used as cell recipients. Mice were anesthetized with 400 mg/kg tribromoethanol intraperitoneally. In parallel, cell suspensions were spotted on a Petri dish and fragments of sterile absorbable gelatin foam (about 1 mm long; Surgifoam, Ethicon) were immersed in the drop.

Fur was removed from the left flank of the animal and eye ointment was applied. The mouse was placed in right lateral recumbency, and a drape positioned over the surgical site. A 6–9 mm skin incision was made parallel and ventral to the spine and midway between the last rib and the iliac crest. A similar incision was made in the underlying abdominal wall. The kidney was externalized by placing forceps under the caudal pole and gently lifting through the incision, kept moist with warm sterile saline. A small incision was made in the capsule over the caudal–lateral aspect of the kidney, and a shallow subcapsular pocket was made with a blunt probe advanced toward the cranial pole of the kidney. The foam previously soaked in the cell suspension was placed in the far end of the subcapsular pocket. If needed, additional foam was used to close the incision site. Absorbable 6.0 Vicryl sutures (Ethicon) were used to close the abdominal wall, 6.0 Vicryl black sutures (Ethicon) for the skin. 0.1% Bupivacaine was applied topically on the injection site and 0.05 mg/kg SR buprenorphine (Zoopharm) was injected subcutaneously.

### Data availability

Sequencing data have been deposited in GEO under accession codes GSE98783 for the microarray experiment, and GSE175765 for the bulk RNAseq datasets generated for the CRISPR experiment, kidney capsule transplant experiment and human cardiac biopsies comparison. Single-cell RNA sequencing data of primary cultured fibroblasts have been deposited in SRA with the identifier SRR5590304. The scRNAseq stromal cell dataset from the Mouse Cell Atlas (Figure 6 in Han et al., 2018) was kindly provided by Dr. Guoji Guo’s lab. Source Data files have been provided for Figures 1, 2, 4 and 5. The code used for the manuscript is currently located at https://github.com/Ramialison-Lab-ARMI/MultiFibroblasts, (Forte, 2021 copy archived at swh:1:rev:89df5f3cdc503ee4fe603ea956d935b48dc6b669).

## Data Availability

All data have been made available through public databases, as per statement in main manuscript. The following datasets were generated: RamialisonM NimHT FurtadoMB 2017Transcriptional profile of organ fibroblasts from adult miceNCBI Gene Expression OmnibusGSE98783 NimHT 2021RNA-sequencing transcriptional profile of kidney capsule derived organ fibroblasts from adult mice, CRISPR-knockdown organ fibroblasts from adult mice, and human heartsNCBI Gene Expression OmnibusGSE175765 Jackson Laboratory 2017Tissue fibroblasts conserve an organ molecular identityNCBI Sequence Read ArchiveSRR5590304 HanX WangR 2018Mapping Mouse Cell Atlas by Microwell seqNCBI Gene Expression OmnibusGSE108097

How the deposited data were processed for this re-analysis (not part of the article)

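RNA of heart, kidney and tail fibroblasts was measured after transplantation under the kidney capsule (HFs, KFs and TFs) and in the corresponding cultured controls (HFc, KFc and TFc), in 18 libraries, 3 in each of 6 groups. The condition and replicate of each library were taken from its sample title. The library name given with the title carries the same replicate code in 17 cases, and in the case of KFs replicate 3 it names kidney fibroblasts without a code. The other experiments of the paper were not analysed here.

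The authors trimmed the reads for quality, aligned them to GRCm38 with Bowtie2 within RSEM and deposited expected counts per gene, one column per library, without normalization. The values are whole numbers, and the paper's text does not name the rounding step or the annotation release. Symbols, positions and gene types were taken from GENCODE mouse release 21 (Ensembl 96), which held 37607 of the gene identifiers and lacked 1317. Identifiers without a symbol stayed in the tests.

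Library totals lay between 17927838 and 32245168 counts. A gene was treated as detectable above 3 counts, and where every library of one group was at or under this floor, the fold was computed against the floor and is given as a lower bound. No molecular identifiers are named, so floors cover counting error only.

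Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM normalization, estimateDisp, glmQLFit and glmQLFTest) on all 18 libraries with one mean per group, and p-values were adjusted by the Benjamini-Hochberg method over the 16577 genes tested. Comparisons of transplanted with cultured cells used an adjusted p threshold of 0.05 and a log2 fold change above 1 or below -1, and comparisons between organs and between responses (interaction contrasts) the adjusted p threshold alone. The paper's text names edgeR but not which of its tests, nor its filter on low counts. Gene lists and sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, and Reactome sets were read from fgsea 1.28.0. Levels of a list in a library are the mean of log2(CPM + 1) over its genes. Distances between libraries used the 500 genes with the largest difference in each pair and a prior count of 2. Exact permutation tests and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

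The method was tested on simulated data, where 200 of 200 changed genes were found with 5 false calls, and 199 with the replicate number as a block. The simulated changes were large and in genes above a set level, so that smaller ones were not covered. The text names genes that the paper names or shows for this experiment, the 3 genes with the largest rise and the 3 with the largest fall in each transplant comparison among those past the threshold whose groups did not overlap, and genes of marker lists fixed beforehand. Names outside this rule are marked as chosen after their values were seen, and some results under this rule are not reported here.

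The alternatives tried were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or library size alone in place of TMM, no filter or a mean of at least 10 counts, thinning of all libraries to the smallest total (seed 11), the replicate number as a block, a fit of only the 2 groups compared, edgeR's exact test, other thresholds (an adjusted p of 0.01, no fold-change limit, or a log2 fold change limit of 1 between organs), adjustment over a gene list alone, the level of proximal tubule markers as a covariate among transplanted libraries, other genes or a prior count of 5 for the distances, and each replicate left out in turn. Fits without KFs replicate 3 for results that do not involve this library were added after its sex-linked genes were seen. KEGG, DAVID and Ingenuity pathway results were not analysed here.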

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

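The comparisons, gene lists and alternatives were fixed before the data were examined, whereas the tests on the sex-linked genes of KFs replicate 3, on its proximal tubule level, and on regrouped libraries for gene sets, gene lists and overlaps were chosen after the results were seen.

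The responses of the 3 fibroblast types to transplantation differed from each other when the difference was tested as an interaction (edgeR's quasi-likelihood test, adjusted p threshold 0.05), in 3776 genes between heart and tail, 1835 between kidney and tail and 4347 between heart and kidney fibroblasts. In each case only 1 of 10 regroupings of the libraries, the real one, gave as many, but 10 regroupings cannot give a share under 0.1. With the replicate number as a block the counts were 2972, 1259 and 3495, and without KFs replicate 3 they were 5461, 3619 and 5962. Depth was tested on the related ranking of the transplant comparisons, in which tail fibroblasts had the fewest genes. After thinning to equal totals, the tail comparison had 2626 genes and remained the smallest of the 3, so that depth does not account for the ranking. Of the genes found in 1 comparison alone, 28.9% differed in response from both other types and 57.7% from one or more, so that part of the lists of single types may come from the threshold. A difference in response may be biological. In these gene counts, it cannot be told apart from a difference in the amount of host RNA between the groups, which is weighed below. Cholesterol biosynthesis had a median of -2.30 in heart (18 of 22 genes past both thresholds and lower), -0.73 in kidney and -1.14 in tail fibroblasts. Host RNA could lower these genes only by diluting all RNA of the transplanted cells. The mean log2(CPM + 1) of 10 fibroblast markers was 10.32 to 10.83 in HFs against 9.83 to 9.88 in HFc (5 higher, 4 lower). These values give no sign of such a dilution. The list holds collagen genes, however, and collagen formation rose in HFs relative to HFc (median 0.94). It therefore cannot exclude host RNA for the larger fall of cholesterol biosynthesis in heart fibroblasts.

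Gene sets also differed in response (limma's camera test on the interaction, adjusted over 33 tests). Between heart and tail fibroblasts, the median difference in log2 fold change was -1.04 for cholesterol biosynthesis (adjusted p = 3.38e-08), -0.45 for mitotic cell cycle (3.94e-10), -0.62 for proteasome subunits (2.47e-09) and -0.94 for histone genes (0.00411). Between kidney and tail fibroblasts it was -0.09 for extracellular matrix organization (0.000142), -0.90 for chemokine receptors and their ligands (0.032), 0.29 for mitotic cell cycle (2.2e-06), 0.54 for homologous recombination repair (0.001), -0.05 for axon guidance (0.0271) and 1.26 for histone genes (1.71e-08). Between heart and kidney fibroblasts it was -1.42 for cholesterol biosynthesis (8.91e-11), 0.36 for extracellular matrix organization (0.000182), -0.68 for mitotic cell cycle (8.26e-24), -0.84 for homologous recombination repair (4.27e-05), -0.64 for proteasome subunits (1.49e-08) and -2.24 for histone genes (7.36e-13). Without KFs replicate 3, extracellular matrix organization (adjusted p = 0.082) and chemokine receptors (adjusted p = 0.408) no longer passed between kidney and tail fibroblasts, whereas cholesterol biosynthesis passed between kidney and tail fibroblasts (median 0.45, adjusted p = 0.0215, against 0.156 with all libraries) and respiratory electron transport between heart and kidney fibroblasts (median -0.26, adjusted p = 0.0215, against 0.292). Regroupings were not run for these interactions. They were run for the comparisons with culture, where 2 of 4 groupings in heart, 1 of 4 in kidney and 4 of 4 in tail fibroblasts that part all same-numbered pairs, the real one included, gave as many sets as the real groups. In kidney fibroblasts no other grouping gave as many. The other groupings keep 2 transplanted libraries against 1 and so retain part of the real difference. No biological explanation of the set differences was tested.

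*Xist* had 1490 CPM in the library labelled KFs replicate 3 and at most 0.404 CPM in the other 17, and the Y-linked genes had 0.722 CPM against 175 to 230. The paper describes male donors and does not report these genes. The library name of this sample lacks the replicate code that the others carry. KFc replicate 3 had 0.0665 CPM of *Xist* and 195 CPM of the Y-linked genes, so that the 2 kidney libraries numbered 3, as labelled, did not share an origin. Of the other 17 libraries, 0 had more *Xist* than Y-linked counts, but a swap of labels with one of them would leave the same count, so that this test cannot speak to a swap. Female RNA mixed into a male sample would leave Y-linked counts, but their level was 0.369% of the mean of KFs replicates 1 and 2. A mislabelled sample remains possible. The nearest library was of its own group (r = 0.918), as for all 18 libraries, but a kidney sample of another animal could show the same. The cells may therefore come from a female animal, and sex, animal and preparation cannot be told apart in this library.

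Markers of kidney epithelium, which the paper does not analyse as a group, rose in every transplanted type. Proximal tubule markers had a median log2 fold change of 8.58 in heart, 5.18 in kidney and 6.45 in tail fibroblasts, and loop of Henle and distal tubule markers of 6.33, 4.75 and 6.57. Endothelial markers had medians of 3.64 in heart (adjusted p = 0.0322) and 3.13 in tail fibroblasts (adjusted p = 0.00031), and in kidney fibroblasts a median of 2.05 that did not pass (adjusted p = 0.0995), a difference between types that was not tested. A candidate explanation is RNA from host kidney cells. It predicted a rise of several nephron segments in all 3 types, and 17 of 35 nephron markers were past both thresholds in all 3. The proximal and the loop and distal tubule lists passed. The collecting duct list rose as much, with medians of 7.78, 4.91 and 5.91 and 6, 1 and 3 of 7 markers past both thresholds, but did not pass (adjusted p = 0.142, 0.308 and 0.1), and the podocyte list, with medians of 1.69, 0.93 and 1.27, did not pass either. The rule that 2 lists suffice was set after the values were seen. It also predicted that both tubule levels rise together across the 9 transplanted libraries. Their correlation was 0.71, but it rested on 2 libraries, so that this test leaves the explanation open. Of the 74 eKF genes tested, 24 were past both thresholds and higher in TFs than in TFc and 7 lower (median 1.62, adjusted p = 0.0403), but of the 38 eHF genes 19 were higher and 3 lower (median 2.23, adjusted p = 1.3e-05), so that a rise in TFs is not specific to kidney genes and this test leaves the explanation open too. The planned test on the epithelial eKF genes was not run. RNA from host immune cells was tested too, and 0 of 8 immune markers were higher in all 3 types, also at an unadjusted p of 0.05 (0 markers). The sort after transplantation excluded CD45+ cells. The paper refers to its earlier isolation method, which includes a sort against CD45, but does not state whether the cells replated as controls were sorted. If they were not, the fall of immune markers in kidney and tail fibroblasts can follow from the sort. Erythroid markers, at 0 in every cultured library, had medians of 9.28, 6.98 and 7.46, with 5, 1 and 5 of 6 past both thresholds. In all 3 types, 1 of 6 was past both thresholds and 6 of 6 were higher at an unadjusted p of 0.05, although the list did not pass (adjusted p = 0.142, 0.184 and 0.0556). Host blood may have contributed RNA, which had no prediction fixed beforehand. Expression of kidney genes by the transplanted cells themselves cannot be told apart from host RNA with these data.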

How the results depend on the processing

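The tests that left out KFs replicate 3 from results that do not involve it were chosen after the result was seen, and the 12 values they gave for the main results stayed within 1.5 times those of the full data. Smaller counts moved more, such as the eKF genes of Figure 7e past the threshold between HFc and TFc, from 13 to 21, of which the lower ones went from 5 to 9.

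The direction of the eHF and eKF lists and their side of the threshold stayed the same under each alternative run, with a median in HFs relative to TFs from 1.93 to 2.50 and in KFs relative to TFs from 0.25 to 2.56. Between-organ distances ranged from 1.32 to 5.21 in culture and from 1.19 to 4.77 after transplantation, on scales that differ with the genes used. The eHF genes higher in culture numbered 26 to 30 and the eKF genes 39 to 50, or 55 without KFs replicate 3.

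Results that moved, for which the cause was not tested, were the following. Without a fold-change limit, 9353 genes differed between HFs and HFc, 8091 between KFs and KFc and 6433 between TFs and TFc, and 3467 in the same direction in all 3. With a log2 fold change limit of 1, 3237 genes differed between HFc and TFc, 2703 between KFc and TFc, 1722 between HFs and TFs, and there were 1971 KFs vs TFs genes. With the proximal tubule level as a covariate, 1321 genes differed between HFs and TFs and 905 between KFs and TFs, and 11 eHF and 4 eKF genes were higher in both states. In a fit of only the 2 groups, 1137 genes differed between KFs and TFs and 7 eKF genes were higher in both states, and edgeR's exact test gave 2109 genes for KFs and TFs. With the replicate block, 14 eKF genes were higher in both states. In the fits that each left out one replicate, there were 3183 to 5944 genes between KFs and TFs, 1198 to 3619 genes whose response differed between kidney and tail fibroblasts, and 13 to 36 eKF genes higher in both states.

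The replicate block gave 4341, 3431 and 2501 genes in the transplant comparisons of heart, kidney and tail fibroblasts, 6579 and 5602 between HFc or KFc and TFc, 3325 and 4180 between HFs or KFs and TFs, and 2972, 1259 and 3495 in the interactions. Same-numbered libraries had mean residual correlations of -0.058 to 0.024.

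Reversed signs were found for small medians and 1 gene, and the cause was not tested. TNF signaling in heart fibroblasts was 0.06 with DESeq2's size factors, 0.04 without a filter, 0.04 with a mean of at least 10 counts, 0.01 after thinning and -0.30 to 0.09 with a replicate left out. In kidney fibroblasts it was 0 with library size alone and -0.08 to 0.03 with a replicate left out. With a replicate left out, mitotic cell cycle in tail fibroblasts ranged from -0.08 to 0.08, histone genes in tail fibroblasts from -0.10 to 0.56, and the log2 fold change of *Hoxd3* in KFs relative to KFc from -0.61 to 2.38. Among values of single genes and sets, 49 others became weaker and 29 stronger. Library size alone moved the median log2 fold change of all genes to -0.25 between HFs and TFs, -0.164 between HFc and TFc, -0.108 between KFc and TFc and 0.148 between KFs and KFc.

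Regrouping the libraries gave as many genes in 1 of 4 cases, the real one, for each of the 7 comparisons of groups when all same-numbered pairs were parted, and in 1 of 10 over all regroupings. The others gave at most 1 gene, except that KFs replicates 1 and 2 with TFs replicate 1 against the rest gave 1359 between KFs and TFs. The eHF and eKF genes higher in culture and the medians of the lists were also as large in 1 of 4, the genes higher in both states in 1 of 16 and the genes shared by the 3 transplant comparisons in 1 of 64. Designs with 4, 10 or 16 regroupings cannot give a share under 0.05. Among regroupings of the KFs and TFs libraries, the other medians of the eKF list were 1.548 to 2.118, against 2.27.

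Depth limits genes of low level, because 3 counts correspond to 0.093 to 0.167 CPM, and folds against groups under this floor are lower bounds.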

Differences from the paper's values

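No test of a cause was made for these differences. A gap is called closed where an alternative came within 1.5 times the paper's value, and the alternative without KFs replicate 3, where it does not involve that library, was chosen after the result was seen.

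Of the eHF genes of Figure 7d, the paper gives 3 as not detected in HFs, against 6 here past the threshold in neither direction, which may be another measure. All 26 were tested, and 24 kept their sign. EdgeR's exact test gave 4 and adjustment over the list alone gave 4, as did the fit without KFs replicate 3, chosen after seeing the values. The other alternatives set before the data were examined did not close the gap, and the highest value was 15, with the proximal tubule level as a covariate.

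Of the eKF genes of Figure 7e, the paper's value for those higher after transplantation is 41 (87.2%), against 26 (55.3%) here. The gap was closed without KFs replicate 1 (36 genes, 76.6%), without KFs replicate 2 (34 genes, 72.3%) and with adjustment over the list alone (36 genes, 76.6%), and not by the others. Some alternatives widened it, and the range was 5 to 36 genes (10.6% to 76.6%). The lowest count came with the proximal tubule level as a covariate, and a fit of only the 2 groups gave 8. The paper gives 5 genes as not detected, against 20 here past the threshold in neither direction, and no alternative closed the gap (10 to 42). All 47 were tested and 46 kept their sign, so that these 2 values may not measure the same thing.

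The paper's value for eKF genes past the threshold in heart fibroblasts in culture is 26 (55.3%), against 13 (27.7%) here. A fit of only the 2 groups gave 19 (40.4%) and edgeR's exact test 21 (44.7%), and the fit without KFs replicate 3, chosen after seeing the values, 21 (44.7%). Of these, the paper's values are 17 higher and 9 lower, against 8 and 5 here. The exact test gave 12 higher, as did the fit without KFs replicate 3, chosen after seeing the values. Lower genes numbered 6 with library size alone, without a filter, with the replicate block or without HFc replicate 1, 8 in a fit of only the 2 groups, 9 with the exact test, and 9 without KFs replicate 3, chosen after seeing the values. The other alternatives did not close these gaps.

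After transplantation, the paper's values for these genes in HFs are 14 regulated alike, 1 not detected and 11 regulated differently, against 4, 8 (in neither direction) and 1 here, and 13 further genes, against 2 here. No alternative closed these gaps, with ranges of 4 to 6, 6 to 14, 0 to 2 and 0 to 7.

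Other statements of the paper differ from the values here. The paper gives a similar number of modulated *Hox* genes in each type, against 16, 3 and 9 here, most of the 16 at low levels in HFs. It reports *Hoxd3* and *Hoxd8* as higher in HFs and KFs. *Hoxd3* did not pass in HFs (adjusted p = 0.156, and 0.0239 to 0.32 over its alternatives, below 0.05 only in a fit of the 2 groups alone) or in KFs (adjusted p = 0.0935, and 0.0261 to 0.656, below 0.05 without KFs replicate 1 and without KFs replicate 2). *Hoxd8* in KFs had an adjusted p of 0.068 (0.0107 to 0.225, below 0.05 with DESeq2 and in a fit of the 2 groups alone), and *Hoxd10* in KFs, which the paper reports as lower, one of 0.0754 (0.0262 to 0.207, below 0.05 under the same 2 alternatives). The paper's Ingenuity analysis predicts lower HIF1a signaling in KFs, whereas the median of 18 hypoxia-responsive genes rose by 1.44 on the log2 scale. These are unlike measures on different genes, and the Ingenuity analysis was not repeated here.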

Other observations

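The test on the proximal tubule level of KFs replicate 3 was chosen after the result was seen, and the tests on pseudogenes before.

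The eKF genes of KFs were highest in KFs replicate 3. RNA from host kidney cells, which could raise them, predicted that its proximal tubule level would be the highest of the KFs libraries. At 2.02 it was the lowest (2.58 and 2.05 in the others), whereas its loop and distal tubule level was the highest, at 1.79 (1.56 and 1.08 in the others), and the 2 segments leave this test open. The paper's methods describe male mice. RNA of a male recipient would carry Y-linked counts, and their level in this library was 0.369% of the mean of KFs replicates 1 and 2, which leaves room for a trace of such RNA at most. Its immune markers were at 0.74, against 2.45 and 2.27, and its fibroblast markers at 8.97, against 10.62 and 10.60. A different cell composition of this sample may contribute, and was not tested.

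Processed pseudogenes of ribosomal proteins were among the largest changes. A candidate explanation is that reads are shared with the parent gene. For *Rpl10-ps1*, 100% of the 75-base windows occur in *Rpl10*, whose log2 fold change in heart fibroblasts was -0.16, and that of *Rps6*, the parent of *Rps6-ps4*, was -0.19 in kidney fibroblasts. Both parents changed little, but a change of the pseudogene alone would look the same. Of the pseudogenes tested, 34.8% were past the threshold in heart, 25.2% in kidney and 19.3% in tail fibroblasts, against 26.7%, 21.7% and 16.1% of protein-coding genes.

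Of the genes past the threshold, 96.8% in heart, 91.9% in kidney and 98.9% in tail fibroblasts had groups that did not overlap, against 67.3%, 51.2% and 60.4% of all genes tested. The genes past the threshold were selected for a difference, which raises this share.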
